# BBX11 promotes red light-mediated photomorphogenic development by modulating phyB-PIF4 signaling

**DOI:** 10.1007/s42994-021-00037-2

**Published:** 2021-04-26

**Authors:** Zhaoqing Song, Yueqin Heng, Yeting Bian, Yuntao Xiao, Jiujie Liu, Xianhai Zhao, Yan Jiang, Xing Wang Deng, Dongqing Xu

**Keywords:** phyB, BBX, PIF4, Photomorphogenesis, Light signaling

## Abstract

phytochrome B (phyB) acts as the red light photoreceptor and negatively regulates the growth-promoting factor PHYTOCHROME INTERACTING 4 (PIF4) through a direct physical interaction, which in turn changes the expression of a large number of genes. phyB-PIF4 module regulates a variety of biological and developmental processes in plants. In this study, we demonstrate that B-BOX PROTEIN 11 (BBX11) physically interacts with both phyB and PIF4. BBX11 negatively regulates PIF4 accumulation as well as its biochemical activity, consequently leading to the repression of PIF4-controlled genes’ expression and promotion of photomorphogenesis in the prolonged red light. This study reveals a regulatory mechanism that mediates red light signal transduction and sheds a light on phyB-PIF4 module in promoting red light-dependent photomorphognenesis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s42994-021-00037-2.

## Introduction

Sunlight consists of a wide range of wavelength spectrum which are perceived by at least five classes of photoreceptors in plants (Galvao and Fankhauser 2015; Paik and Huq 2019). Photo-activated photoreceptors promptly transduce light information to downstream signaling pathway, eventually promoting various light-mediated physiological and developmental processes (Paik and Huq 2019; Jing and Lin 2020; Wei et al. 2020; Yadukrishnan et al. 2020; Yadukrishnan and Datta 2020; Yang et al. 2020). Among these, skotomorphogenesis (etiolation) and photomorphogenesis (de-etiolation) are tightly dependent on the absence or presence of light signals at the seedling stage. In darkness, germinated seeds undergo skotomorphogenetic development exhibiting elongated hypocotyls, curved apical hooks and closed cotyledons with etiolated plastids. While in the light, seedlings display expanded cotyledons with well-developed chloroplasts and shortened hypocotyls designated as photomorphogenesis (Jiao et al. 2007; Xu 2020). These two distinct developmental processes and their transition are precisely under the control of light signal transduction pathway involving a variety of photoreceptors, kinases, E3 ubiquitin ligase complexes and transcription factors (Paik and Huq 2019; Xu 2020; Han et al. 2020; Jing and Lin 2020; Yadav et al. 2020; Yu and Liu 2020).

phytochrome A and B (phyA and phyB) are red and far-red light photoreceptors responsible for sensing a specific wavelength region from approximately 600 to 750 nm (Sharrock and Quail 1989; Li et al. 2011). Of these, phyB is the predominant red light photoreceptor that initiates a plethora of red light-mediated cellular and physiological events in plants (Li et al. 2011; Paik and Huq 2019). phyB resides in the cytosol and maintains at pr form which is biologically inactive in the dark. Upon red light irradiation, pr state of phyB is converted into biologically active pfr form, subsequently shifting into the nucleus from the cytosol. pfr state of phyB interacts with a subset of PHYTOCHROME INTERACTING FACTORS (PIFs: PIF1, PIF3, PIF4 and PIF5) and triggers their rapid phosphorylation, ubiquitination and degradation within minutes (Li et al. 2011; Pham et al. 2018; Paik and Huq. 2019). Although phyB promptly promotes the degradation of PIF4 at the early stage upon red light exposure, the abundance of PIF4 maintains at a high level under the prolonged red light conditions, suggesting that PIF4 protein re-accumulates in the prolonged red light which is necessary and essential for normal seedling growth (Park et al. 2018; Yan et al. 2020). Consistently, *pif4* mutant seedlings show shorter hypocotyls, whereas transgenic seedlings over-expressing *PIF4* exhibit longer hypocotyls than wide-type (WT) in the constant red light (Huq and Quail. 2002). As a b-HLH type transcription factor, PIF4 directly binds to the promoter regions of multiple regulators of auxin biosynthesis and signaling to promote cell elongation and hypocotyl growth in plants (Franklin et al. 2011; Sun et al. 2012, 2013). Thus PIF4 represents a key node in phyB signaling through which plants integrate diverse internal and external cues to modulate seedling development.

B-box proteins (BBXs), which are characterized by the presence of one or two conserved B-box domains at the N-terminal region, play critical roles in light signaling, photoperiodic flowering, pigment accumulation and distinct hormonal signaling pathways (Gangappa and Botto. 2014; Vaishak et al. 2019; Song et al. 2020a; Xu. 2020). There are 32 BBXs members in *Arabidopsis* which are classified into five subfamilies according to their respective domain structures and features (Khanna et al. 2009). Increasing studies have revealed that a group of BBXs regulate photomorphogenic development. BBX4 and BBX21-BBX23 are positive regulators of light signaling, whereas BBX19, BBX24, BBX25 and BBX28-BBX32 inhibit photomorphogenesis (Datta et al. 2006, 2007, 2008; Holtan et al. 2011; Fan et al. 2012; Gangappa et al. 2013; Wang et al. 2015; Xu et al. 2016, 2018; Zhang et al. 2017a, b; Job et al. 2018; Lin et al. 2018; Heng et al. 2019a,b; Yadav et al. 2019; Bursch et al. 2020; Song et al. 2020b; Wu et al. 2020). BBX4 specifically promotes phyB-mediated signaling (Datta et al. 2006; Heng et al. 2019a). Red light-activated phyB interacts with and stabilizes BBX4 that forms inactive heterodimers with PIF3 to repress its biochemical action and PIF3-controlled gene expression, thereby promoting photomorphogenesis in the red light (Heng et al. 2019a). BBX19 facilitates the CONSTITUTIVELY PHOTOMORPHOGENIC 1 (COP1)-mediated degradation of EARLY FLOWERING 3 (ELF3) which is a core member of the evening complex, consequently leading to the increase of *PIF4* and *PIF5* as well as hypocotyl growth (Wang et al. 2015). Unlike BBX4 and BBX19, the other BBXs form a transcriptional regulatory network with ELOGATED HYPOCOTYL 5 (HY5) by affecting its transcription and/or biochemical activity to negatively or positively regulate photomorphogenic development (Datta et al. 2007, 2008; Holtan et al. 2011; Fan et al. 2012; Gangappa et al. 2013; Xu et al. 2016, 2018; Zhang et al. 2017b; Lin et al. 2018; Heng et al. 2019b; Yadav et al. 2019; Bursch et al. 2020; Song et al. 2020b). As such, different BBXs are considered to exert distinct modes of action in the control of photomorphogenesis (Vaishak et al. 2019; Xu 2020; Song et al. 2020a).

Recently, we have revealed that BBX11, BBX21 and HY5 form a feedback loop that promotes photomorphogenesis. Loss of BBX11 function mutants are specifically hyposensitive to the monochromatic red light, but not to the blue and far-red light (Zhao et al. 2020), suggesting that BBX11 is a key component of phyB signaling. Here, we demonstrate that BBX11 physically interacts with both phyB and PIF4. BBX11 not only promotes the degradation of PIF4 but also inhibits its biochemical activity in the red light. Consequently, BBX11 modulates the phyB-PIF4-mediated signaling to promote photomorphogenic development in plants.

## Results

### BBX11 interacts with red light photoreceptor phyB

Our previous studies suggest that BBX11 is a positive regulator of phyB signaling (Zhao et al. 2020). To explore the mechanism and molecular context of BBX11 action in this process, we first performed yeast-two hybrid experiments to test whether BBX11 directly interacts with red light photoreceptor phyB. As BINDING DOMAIN (BD)-fused phyB exhibited self-activation activity in yeast cells (Supplemental Fig. 1), we thus constructed BD-phyB-N (1–652 aa) containing a chromophore binding domain, BD-phyB-C containing a PRD and a HKRD domain (652–1172 aa) for this assay (Fig. 1A). ACTIVATING DOMAIN (AD)-fused BBX11 could interact with BD-phyB-C (652–1172 aa) but not BD-phyB-N (1–651 aa) (Fig. 1B). The phyB C-terminus contains one PRD and one HKRD domain. To examine the exact domain in phyB responsible for the association with BBX11, BD-phyB-C1 containing a HKRD (910–1172 aa) and BD-phyB-C2 containing a PRD (652–910 aa) were generated (Fig. 1A; Supplemental Fig. 1A). BD-phyB-C2 (652–910 aa) showed self-activation activity (Supplemental Fig. 1B), and BD-phyB-C1 (910–1172 aa) did not interact with AD-BBX11 in yeast cells (Fig. 1B). These results suggest that the C-terminal region of phyB is required for the interaction with BBX11. To verify the phyB-BBX11 interaction, we employed a co-immunoprecipitation (Co-IP) assay and transiently co-expressed 35S:myc-BBX11 alone or together with 35S:phyB-Flag in the *Nicotiana benthamian* leaves. myc-BBX11 co-immunoprecipitated phyB-Flag as detected by immunoblot analysis (Fig. 1C). Next, we performed firefly luciferase complementation imaging (LCI) assays and fused spilt N-terminal LUC (nLUC) and C-terminal LUC (cLUC) with phyB (phyB-nLUC) and BBX11 (cLUC-BBX11) respectively. The phyB-nLUC and cLUC-BBX11 were transiently co-expressed in *Nicotiana benthamiana* leaves. The *Nicotiana benthamiana* plants were kept in darkness for 1 d, and then transferred to darkness or red light for additional 2 d. We detected the strong LUC influence signals in *Nicotiana benthamiana* leaves with red light irradiation, but not in those leaves kept in darkness (Fig. 1D). The LUC signals were not detectable when transiently co-expressed negative controls nLUC and cLUC, phyB-nLUC and cLUC, or nLUC and cLUC-BBX11 in the *Nicotiana benthamian* leaves (Fig. 1D). Together, these results suggest that red light photoreceptor phyB associates with BBX11 in yeast and living plant cells, and the association of phyB with BBX11 might be dependent on the presence of red light.

**Fig. 1:**
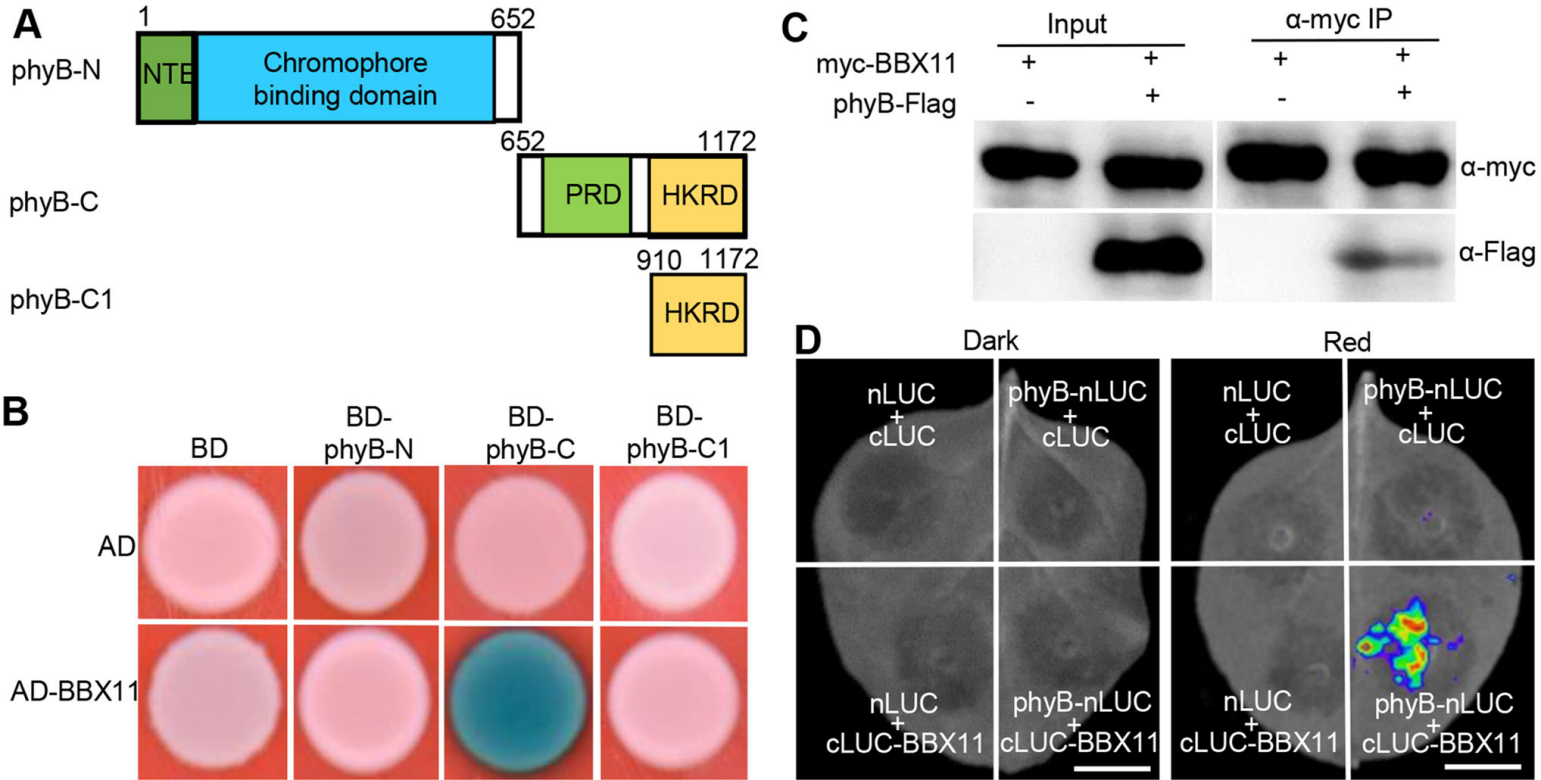
phyB interacts with BBX11 both in yeast and living plant cells. **A** Schematic diagram of various constructs used in the yeast two-hybrid assays. Numbers indicate the amino acid positions in phyB. **B** Yeast two-hybrid interactions between the various truncated phyB and BBX11 proteins. **C** Co-immunoprecipitation analysis showing that myc-BBX11 interacts with phyB-Flag. Total protein was extracted from wild tobacco leaves transiently expressing 35S:myc-BBX11 alone or together with 35S:phyB-Flag. The immunoprecipitates were detected using anti-myc and anti-Flag antibodies. **D** LCI assays showing the interaction of phyB with BBX11. Full-length phyB and BBX11 were fused to the split N- or C- terminal (nLUC or cLUC) fragments of LUC. The phyB-nLUC and cLUC-BBX11 were transiently co-expressed in *Nicotiana benthamiana* leaves and incubated in darkness for 1 day. Then the *Nicotiana benthamiana* plants were shifted in darkness or red light (94 μmol/m^2^/s) respectively for an additional 2 d. nLUC and cLUC were used as negative controls. Bar = 1 cm

### BBX11 physically interacts with PIF4

Photo-activated phyB directly interacts with downstream signaling components PIFs in mediating a variety of light-dependent development in plants (Leivar and Monte 2014), we thus examined whether BBX11 associates with PIFs. BBX11, which is a transcription factor, exhibited self-transactivation activity in yeast cells and its middle portion is likely responsible for this action (Supplemental Fig. 2), which is consistent with previous studies that the middle portion of BBXs possesses transcriptional activation activity (Zhang et al. 2014; Heng et al. 2019a; Bursch et al. 2020). We thus generated a BD-BBX11Δ(98–212 aa) construct lacing transactivation activity (Supplemental Fig. 2). Yeast-two hybrid assays showed that BBX11Δ(98–212 aa) specifically interacted with PIF4, but not with PIF1, PIF3 and PIF5 (Fig. 2A). LCI experiments showed that co-expression of PIF4-nLUC and cLUC-BBX11 in *Nicotiana benthamiana* leaves clearly produced LUC signals (Fig. 2B).When we transiently co-expressed negative controls nLUC and cLUC, PIF4-nLUC and cLUC, or nLUC and cLUC-BBX11 in *Nicotiana benthamiana* leaves, the LUC signals were not observed in the same detection system (Fig. 2B). Co-IP assays were employed to further verify these results. 35S:myc-BBX11 alone or together with 35S:PIF4-Flag were transiently expressed in the *Nicotiana benthamian* leaves. As shown in Fig. 2C, myc-BBX11 could pull down PIF4-Flag. Taken together, these results suggest that BBX11 physically interacts with PIF4 *in planta*.

**Fig. 2:**
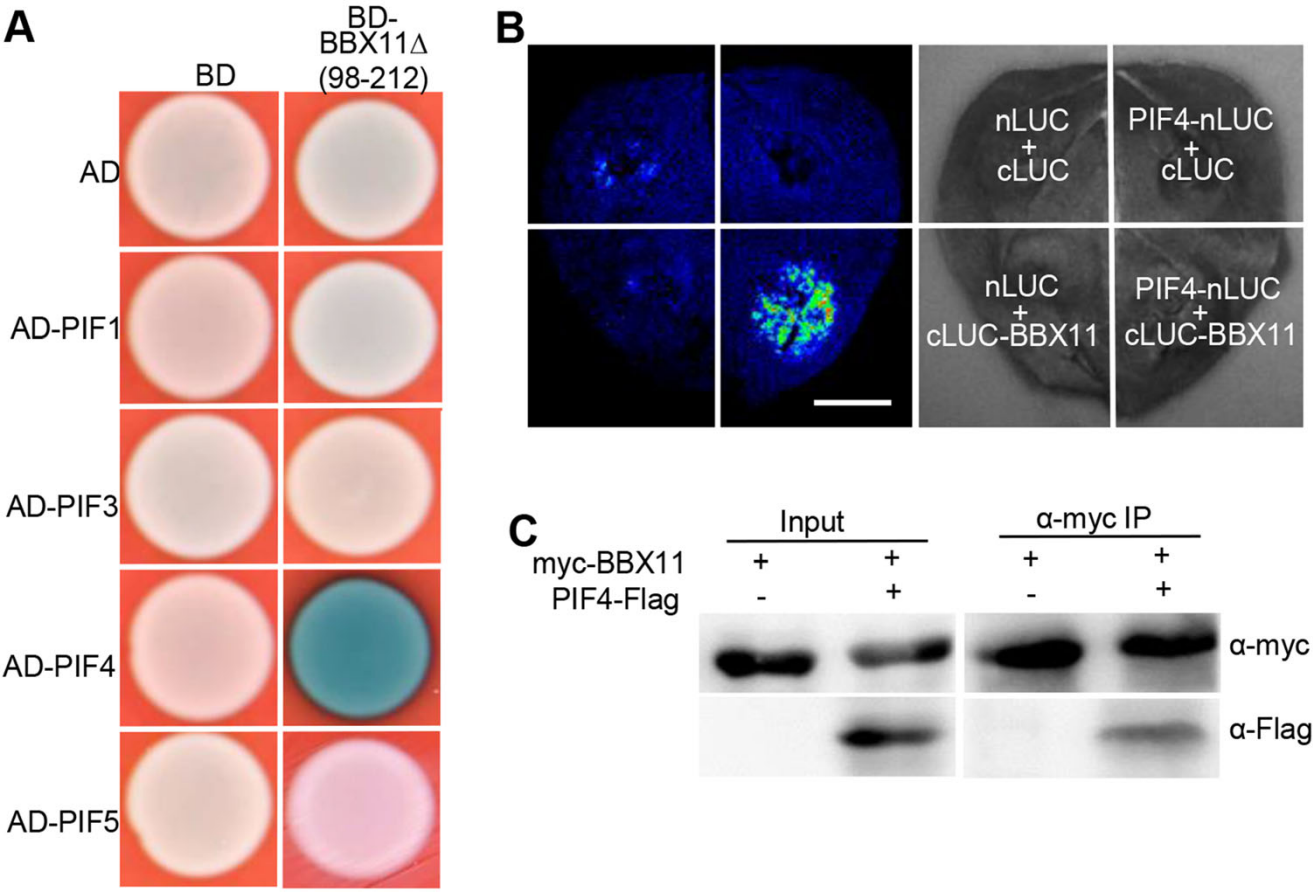
BBX11 physically interacts with PIF4. **A** Yeast two-hybrid assays showing that BBX11∆ (98–212) lacking transactivation domain interacts with PIF4, but not PIF1, PIF3 and PIF5. **B** LCI assays showing the interaction of PIF4 with BBX11. Full-length PIF4 and BBX11 were fused to the split N- or C- terminal (nLUC or cLUC) fragments of LUC. nLUC and cLUC were used as negative controls. Bar = 1 cm. **C** Co-immunoprecipitation analysis showing that myc-BBX11 interacts with PIF4-Flag. Total protein was extracted from wild tobacco leaves transiently expressing 35S:myc-BBX11 alone or together with 35S:PIF4-Flag. The immunoprecipitates were detected using anti-myc and anti-Flag antibodies

### BBX11 promotes the degradation of PIF4 in the prolonged red light

To assess whether phyB regulates the abundance of BBX11, we introduced the *phyb-9* mutation into *YFP-BBX11* #8 by genetic crossing. *YFP-BBX11 #8* and *YFP-BBX11 #8 phyb-9* grown in the constant red light accumulated similar YFP-BBX11 abundance (Supplemental Fig. 3A). In addition, comparable YFP-BBX11 protein levels were detected in the dark-grown *YFP-BBX11 #8* and *YFP-BBX11 #8 phyb-9* upon transferred to red light irradiation for various time periods (0, 15, 30 and 60 min) (Supplemental Fig. 3B). These results indicate that phyB may not affect the accumulation of BBX11 in the red light.

Red light activated-phyB promotes the rapid degradation of PIF4 (Huq and Quail 2002; Lorrain et al. 2008; Zhang et al. 2017a), we, therefore, examined the PIF4 protein levels in dark-grown *bbx11* single mutants and *BBX11* overexpressors upon transferred to red light for various time points (0, 0.5 and 1 h). Etiolated Col-0, *bbx11-1* and *YFP-BBX11 #8* seedlings accumulated comparable PIF4 proteins. Upon transferred to red light for 0.5 or 1 h, PIF4 proteins were barely detectable in all these seedlings (Fig. 3A), suggesting that BBX11 likely has a litter effect on the phyB- and red light-triggered rapid degradation of PIF4 (Fig. 3A). Following prolonged red light irradiation, PIF4 re-accumulates and maintains at a high level to promote seedling growth (Zhang et al. 2017a; Yan et al. 2020). We next investigated the PIF4 protein levels in Col-0, *bbx11-1*, *bbx11-2* and *YFP-BBX11 #8* seedlings grown in constant red light for 4 d. Two independent *bbx11* (*bbx11-1* and *bbx11-2*) mutant seedlings accumulated obviously more PIF4 abundance, whereas the PIF4 protein levels in *YFP-BBX11 #8* were clearly less abundant compared to those in Col-0, *bbx11-1* and *bbx11-2* (Fig. 3B), suggesting that BBX11 promotes the degradation of PIF4 in the prolonged red light.

**Fig. 3:**
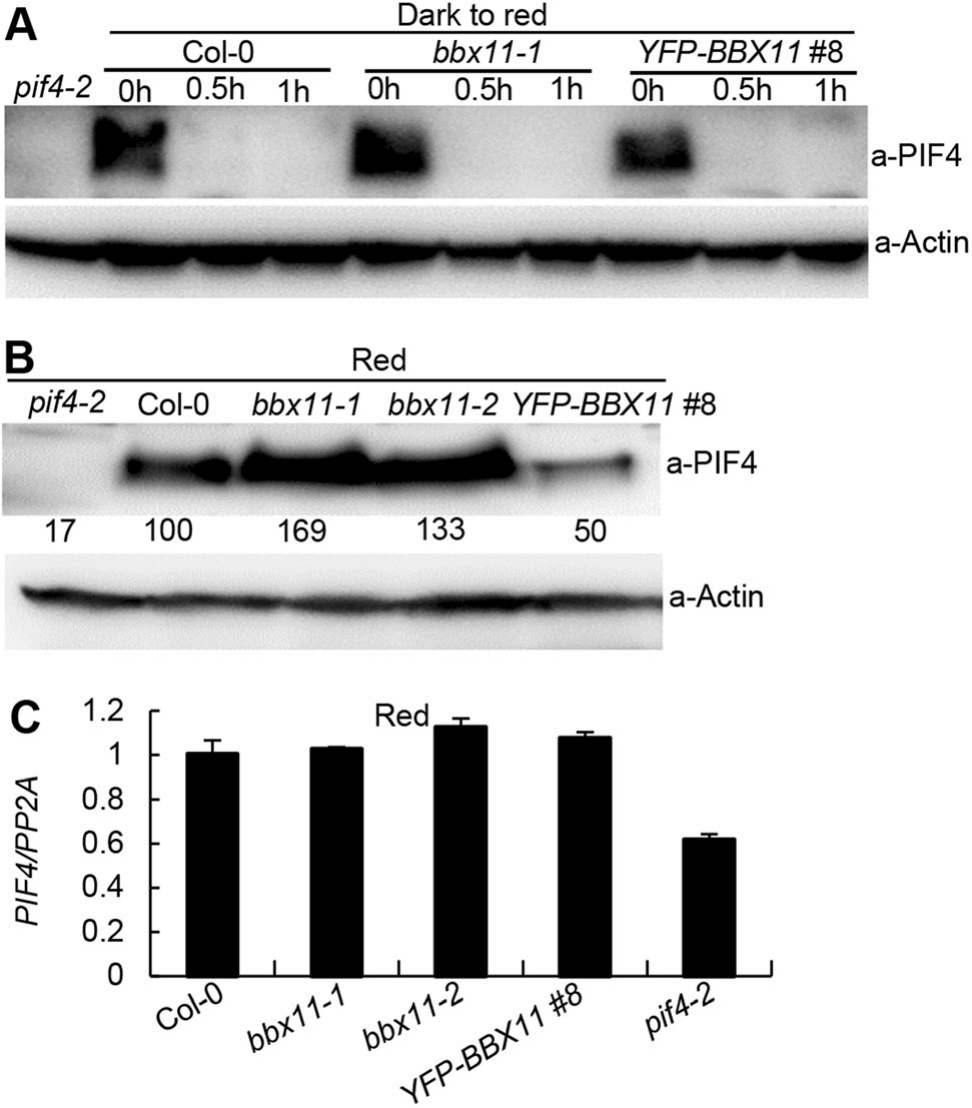
BBX11 represses the reaccumulation of PIF4 in the prolonged red light. **A** Immunoblots showing the PIF4 protein levels in Col-0, *bbx11-1* and *YFP-BBX11 #8* seedlings grown in darkness for 4 days, then transferred to red (94 μmol/m^2^/s) light as indicated time points (0, 0.5, and 1 h). *pif4-2* served as a negative control. Anti-Actin was used as a loading control. **B** Immunoblots showing the PIF4 protein levels in Col-0, *bbx11-1*, *bbx11-2*, *YFP-BBX11 #8* seedlings grown in the continuous red (94 μmol/m^2^/s) light for 4 days. *pif4-2* served as a negative control. Anti-Actin was used as a loading control. Numbers below the immunoblots indicate the relative intensities of PIF4 bands normalized to those of Actin, and the ratio was set to 100 for that in Col-0. **C** The transcription levels of *PIF4* in Col-0, *bbx11-1*, *bbx11-2*, *YFP-BBX11 #8* seedlings grown in the continuous red (94 μmol/m^2^/s) light for 4 days, as determined by real-time qRT-PCR. *pif4-2* served as a negative control

As BBX11 acts as a transcription factor (Zhao et al. 2020), we thus examined whether BBX11 regulates the *PIF4* at the transcriptional level. The transcript levels of *PIF4* were not significantly altered in *bbx11-1*, *bbx11-2* and *YFP-BBX11 #8* compared to that in Col-0 grown in the constant red light, while the expression of *PIF4* was drastically decreased in the *pif4-2* mutant seedlings (Fig. 3C), suggesting that BBX11 may not affect the expression of *PIF4* in red light-grown seedlings.

### BBX11 enhances the interaction between phyB and PIF4

The interaction of phyB with PIF4 is required prior to the degradation of PIF4 upon red light irradiation (Lorrain et al. 2008). Considering that BBX11 not only interacts with both phyB and PIF4 but also promotes the degradation of PIF4 (Figs. 1, 2 and 3A), we carried out yeast-three hybrid assays to examine whether BBX11 affects the interaction of phyB with PIF4. phyB interacted with the PIF4 in yeast cells as revealed by relative β-Galactosidase activity (Fig. 4A), which is consistent with a previous study (Huq and Quail 2002). The value of relative β-Galactosidase activity was significantly increased in the presence of BBX11 (Fig. 4A). Next, we employed LCI assays to verify these results. The LUC signals were clearly detectable when transiently co-expressed phyB-nLUC and cLUC-PIF4 in the *Nicotiana benthamiana* leaves. While co-expression of phyB-nLUC and cLUC-PIF4 together with BBX11 in the same leaves led to a markedly increase in the LUC signals as detected in the same experimental system (Fig. 4B). Together, these results suggest that BBX11 enhances the interaction of phyB with PIF4 in both yeast and living plant cells.

**Fig. 4:**
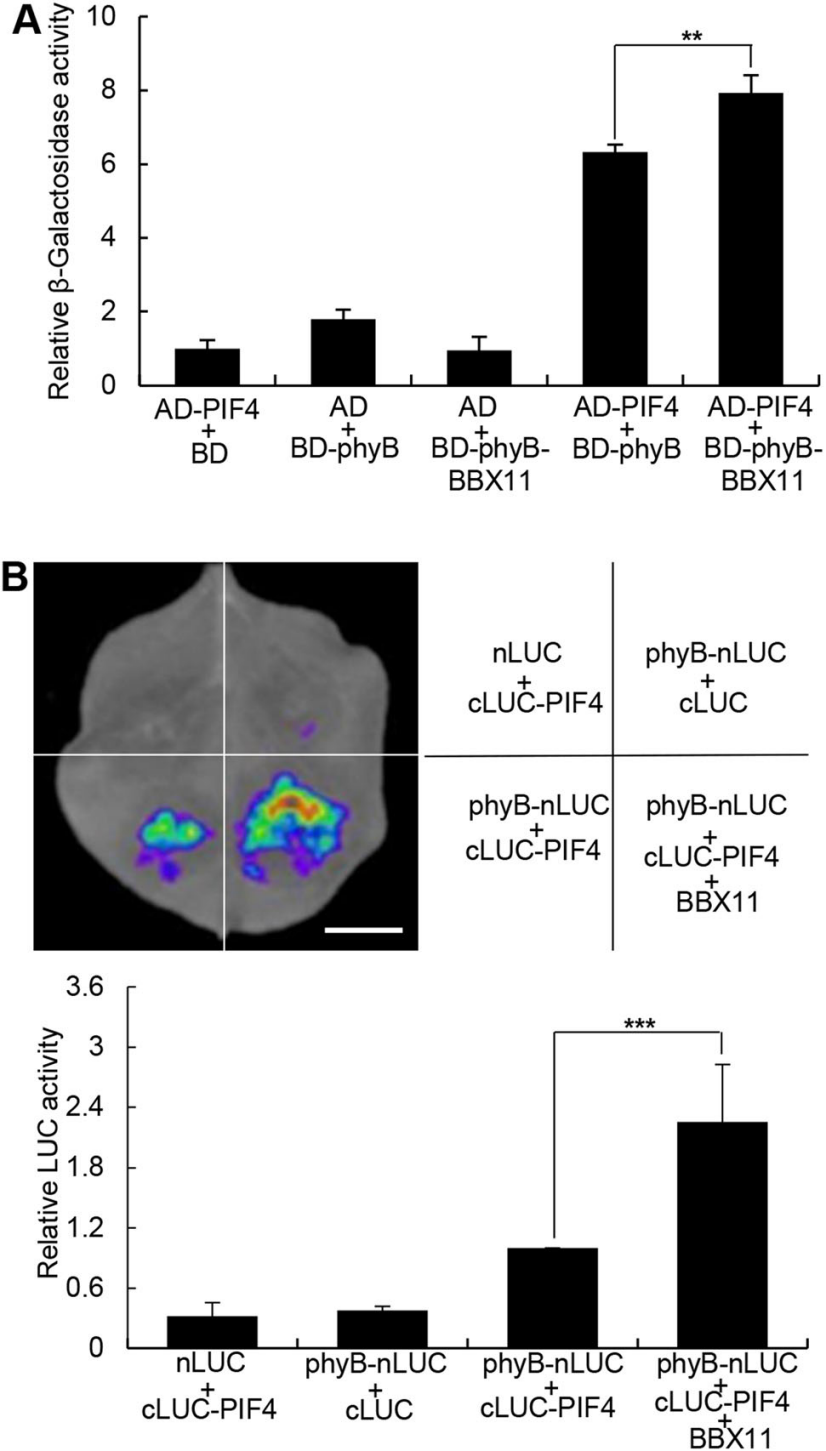
BBX11 enhances the interaction of phyB with PIF4. **A** Yeast-three hybrid assays showing that BBX11 enhances the interaction of phyB with BBX11 in yeast cells. **B** LCI assays showing that BBX11 enhances the interaction between phyB and PIF4 in living plant cells. Bar = 1 cm. Data are the means SD of three independent biological replecates. Asterisks represent statistically significant differences (**P < 0.01;*** P < 0.001), as determined by Student’s t-test

### BBX11 represses PIF4 biochemical activity

Given that BBX11 physically interacts with PIF4, we wonder whether BBX11 has any effect on the PIF4 activity. The *Nicotiana benthamiana* leaves when transiently expressed PIF4 alone or together with BBX11 accumulated comparable PIF4 protein levels (Supplemental Fig. 4A). Consistent with previous findings (Yu et al. 2019), PIF4 was able to activate the *proIAA19:LUC* reporter in a transient transcriptional activation assay. Although BBX11 could not activate *proIAA19:LUC*, the activation on this reporter was significantly decreased when co-expressed PIF4 and BBX11 (Fig. 5A, B), suggesting that BBX11 inhibits the PIF4 transcriptional activation activity. We next performed chromatin immunoprecipitaiton (ChIP) experiments to assess whether BBX11 affects the PIF4 binding to target sites in plants. PIF4 associated with the *IAA19* and *IAA29* promoter regions, which was consistent with a previous study (Sun et al. 2013). The relative enrichment of PIF4 on *IAA19* and *IAA29* promoter regions was markedly increased in the *proPIF4:PIF4-HA bbx11-1* transgenic seedling compared to that in the *proPIF4:PIF4-HA* seedlings (Fig. 5C). Together, these findings suggest that BBX11 negatively affects the binding of PIF4 to its target DNA cis-element. We next examined the PIF4-HA protein levels in *proPIF4:PIF4-HA* and *proPIF4:PIF4-HA bbx11-1* seedlings grown in constant red light. *proPIF4:PIF4-HA bbx11-1* seedlings accumulated more PIF4-HA protein compared with *proPIF4:PIF4-HA* (Supplemental Fig. 4B), further supporting the notion that BBX11 promotes the degradation of PIF4 in the prolonged red light (Fig. 3B). These results suggest that the accumulated PIF4 in red light-grown *proPIF4:PIF4-HA bbx11-1* seedlings may also contribute to the increased binding of *IAA19* and *IAA29* promoter regions.

**Fig. 5:**
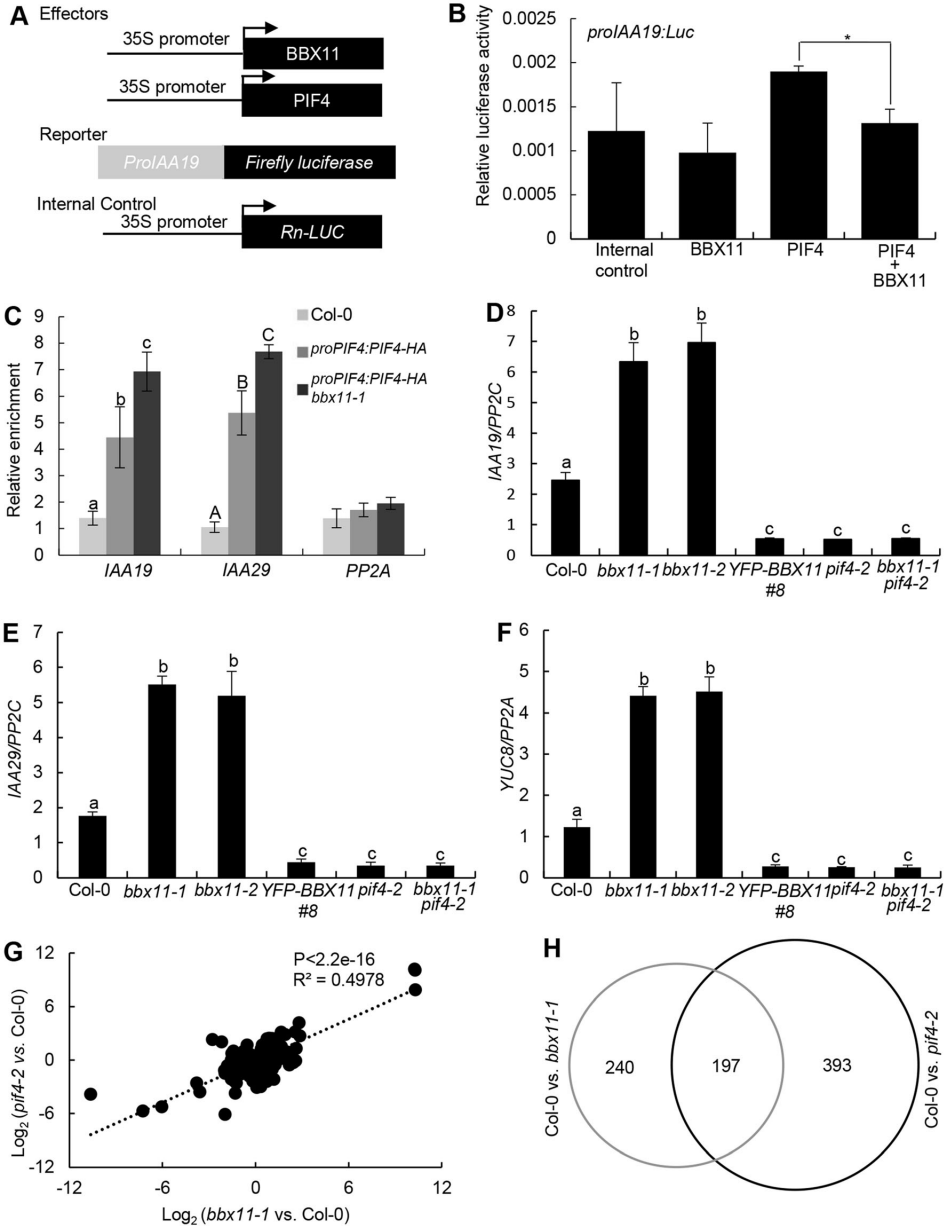
BBX11 represses the PIF4 binding to target sites. **A** Schematic representation of various constructs used in the transient transfection assay in *Nicotiana benthamiana* leaves. Arrow after the 35S promoter indicates the transcriptional start site. **B** Bar graphs showing that BBX11 represses the activation of the *proIAA19:LUC* by PIF4. Error bars represent SD of three independent transient transfections in Arabidopsis protoplasts. Asterisks represent statistically significant differences (*P < 0.05), as determined by Student’s *t* test. **C** ChIP-qPCR assays showing that BBX11 is required for the PIF4 binding to the *IAA19* and *IAA29* promoter regions in vivo. ChIP-qPCR assays were performed using 4-d-old Col-0, *proPIF4:PIF4-HA*, and *proPIF4:PIF4-HA bbx11-1*seedlings with anti-HA antibodies. Plants were grown in red (94 μmol/m^2^/s) light for 4 days. The data represent means SD of three biological repeats. as determined by one-way ANOVA with Tukey’s post hoc analysis. RT-qPCR analysis of *IAA19* (**D**), *IAA29* (**E**) and *YUC8* (**F**) transcript levels in Col-0, *bbx11-1*, *bbx11-2*, *YFP-BBX11 #8*, *pif4-2* and *bbx11-1 pif4-2* seedlings grown in red (94 μmol/m^2^/s) for 4 days. Three biological replicates, each with three technical repeats, were performed. The data represent means SD of three biological repeats. Letters above the bars indicate significant differences (*P* < 0.05), as determined by one-way ANOVA with Tukey’s post hoc analysis. **G** Scatterplot analysis of the fold change for genes showing differential expression either in *bbx11-1* or in *pif4-2* compared to Col-0. **H** Venn diagram showing the number and overlap of genes whose expression was changed in *bbx11-1* and *pif4-2* seedlings

### BBX11 negatively regulates PIF4-controlled gene expression

Considering that BBX11 negatively affected PIF4 abundance as well as its DNA binding affinity (Figs. 3B; 5A–C), we thus examined the transcript levels of three PIF4-controlled genes in *bbx11* mutant and transgenic plants overexpressing *BBX11* grown in the constant red light. The expression of *IAA19*, *IAA29*, and *YUC8* were significantly up-regulated in *bbx11-1* and *bbx11-2*, but clearly down-regulated in *YFP-BBX11 #8, pif4-2* and *bbx11-1 pif4-2* (Fig. 5D–F), implying that BBX11 negatively mediates the expression of PIF4 target genes in a PIF4-dependent manner in *Arabidopsis* seedling grown in the red light.

To identify the potential target genes regulated by BBX11 or co-regulated by BBX11 and PIF4 at the whole genome level, we performed RNA sequencing (RNA-seq) using 4-d old red light-grown Col-0, *bbx11-1* and *pif4-2* seedlings. 

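RNA was taken from 4-d-old seedlings of the wild type Col-0, of *bbx11-1* and of *pif4-2*, grown in constant red light (94 μmol/m2/s), and 3 biological replicates of each of the 3 genotypes gave 9 libraries. The paper's methods name the Illumina HiSeq 2500 as the sequencer, whereas the sample labels name a NovaSeq. The authors mapped the reads to TAIR10 with Hisat2 (version 2.05), counted the raw reads of each gene with HTSeq, and deposited 1 FPKM value per gene and library, in which the reads are scaled to gene length and library size. The paper's text does not name the step from reads to FPKM, the strand setting of the counting or the treatment of reads with several alignments. The depth was read from the lowest values, because the values of 1 gene in 1 library are multiples of what 1 read is worth. In genes shorter than 500 nt, 72.9% to 78.9% of these low values, depending on the library, fell within 0.1 of a whole number of reads, where chance gives 20%. The spacing of the values corresponded to 16.2 to 17.8 M reads per Col-0 library (median 17.0 M), 17.3 to 19.6 M per *bbx11-1* library (median 18.8 M) and 18.8 to 22.2 M per *pif4-2* library (median 20.1 M). These depths rest on gene lengths of the TAIR10.1 annotation, with which the genes in sum account for 116% to 117% of the depth. The reason for the excess was not tested, and no read number is given for a single gene.
The FPKM values were transformed to log2(FPKM + 0.5) and compared with limma (linear models with an intensity trend in the estimate of the spread), with all 9 libraries in one fit and 6 residual degrees of freedom. Fold changes are on this log2 scale, which understates the change of weakly expressed genes. The 19169 genes with a mean of at least 1 FPKM in at least 1 genotype were tested, and a gene was counted as changed at a Benjamini-Hochberg adjusted p below 0.05 and a fold change of at least 2.
The transcripts of the mutated genes were examined first. *BBX11* (AT2G47890) lies on chromosome 2 of TAIR10.1 from 19607996 to 19610287 on the plus strand, and its 3′ end overlaps a non-coding RNA gene of the same strand, AT2G47895 (19609961 to 19610962), whose reads the counting could not separate where they overlap. It was at 15.7, 16.4 and 78.2 FPKM in the 3 Col-0 libraries, at 10.7, 9.39 and 7.66 FPKM in the 3 *bbx11-1* libraries, and at 17.0, 16.4 and 15.7 FPKM in the 3 *pif4-2* libraries. Every *bbx11-1* library was below every Col-0 library, by a log2 fold change of -1.52 (SE 0.46, limma, Benjamini-Hochberg adjusted p = 0.231). The mean of Col-0, 36.8 ± 35.9 FPKM (SD, n = 3), rests on its replicate 3. Without that library the log2 fold change of *BBX11* in *bbx11-1* was -0.77. *PIF4* (AT2G43010, chromosome 2, 17886101 to 17889087, plus strand) was at 30.4 ± 4.76 FPKM (SD, n = 3) in Col-0, 29.5 ± 1.31 FPKM (SD, n = 3) in *bbx11-1* and 16.9 ± 0.63 FPKM (SD, n = 3) in *pif4-2*. Its log2 fold change was -0.82 in *pif4-2* (SE 0.10, limma, Benjamini-Hochberg adjusted p = 0.00121) and -0.03 in *bbx11-1* (limma, Benjamini-Hochberg adjusted p = 0.958). With the replicate number as a block, the adjusted p from limma with Benjamini-Hochberg adjustment was 0.160 for *BBX11* in *bbx11-1* and 7.5e-04 for *PIF4* in *pif4-2*.

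**Figure D1:**
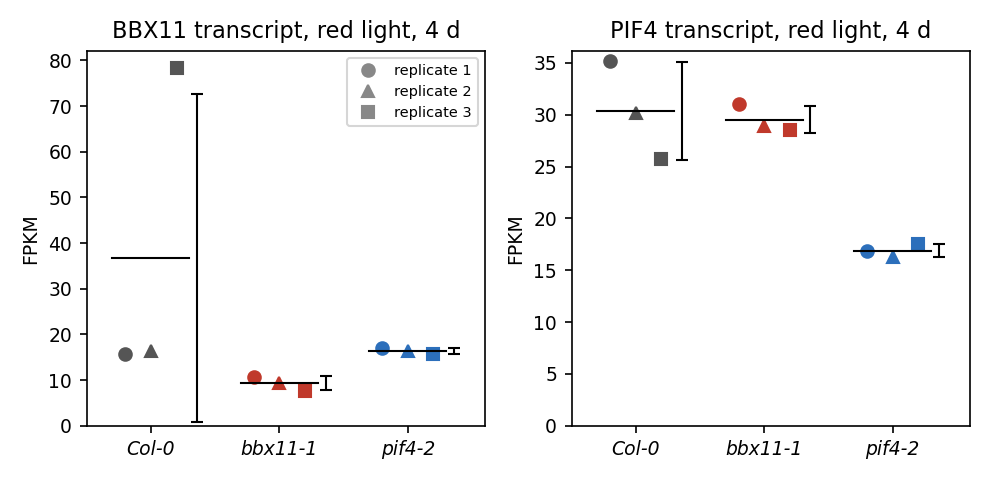
FPKM of *BBX11* (left) and *PIF4* (right) in each library of the 3 genotypes. Symbols are single libraries by replicate number, horizontal lines are means and error bars are the SD of 3 libraries. Col-0 replicate 3 lies at 78.2 FPKM for *BBX11*, and the other 8 libraries lie between 7.66 and 17.0 FPKM.

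The replicate spread was smallest in *pif4-2*, with a median SD on the log2 scale of 0.0893 against 0.150 in Col-0 and 0.136 in *bbx11-1*. Same-numbered Col-0 and *bbx11-1* libraries deviated together from the means of their genotypes, with correlations across genes of 0.549, 0.287 and 0.275 for replicates 1, 2 and 3 (mean 0.370). The 3 deviations of a genotype sum to 0, so a shared split of replicate 1 alone would also raise the values of replicates 2 and 3. These correlations therefore do not show that replicates 2 and 3 are paired. For *pif4-2* the mean correlation was 0.0520 with Col-0 and 0.0368 with *bbx11-1*. The results with the replicate number as a block are given beside those without it. In a principal component analysis, the first component (32.3% of the variance) ran from replicate 1 of Col-0 and of *bbx11-1* (-30.0 and -22.1) over their replicates 2 and 3 (-6.73 to -0.549) to the *pif4-2* libraries (20.8 to 23.2). On the second component (19.3%), replicate 1 of Col-0 and of *bbx11-1* (17.7 and 14.8) lay on the side of the *pif4-2* libraries (7.97 to 11.4), and replicates 2 and 3 on the other (-17.0 to -13.3).

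**Figure D2:**
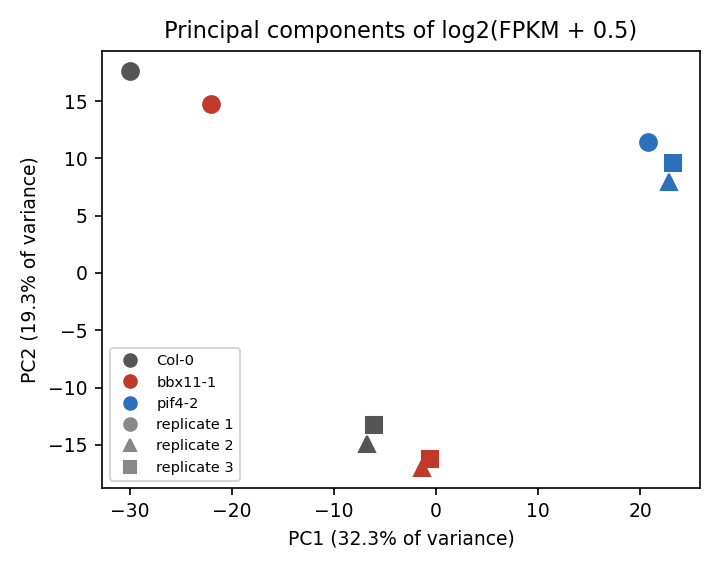
Principal components of the 9 libraries over the tested genes. The x axis is the first component (32.3% of the variance) and the y axis the second (19.3%). Colours are genotypes and symbols replicate numbers. Replicate 1 of Col-0 and of *bbx11-1* lies apart from their replicates 2 and 3, and the 3 *pif4-2* libraries lie together.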

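Against Col-0, 28 genes changed in *bbx11-1*, of which 17 were higher and 11 lower, and 217 genes changed in *pif4-2*, of which 150 were higher and 67 lower. With the replicate number as a block, 37 genes changed in *bbx11-1* (24 higher and 13 lower) and 237 in *pif4-2* (156 higher and 81 lower). At an unadjusted p below 0.05, where chance gives 958 genes, 2048 genes differed in *bbx11-1* and 3190 in *pif4-2*. The groups did not overlap for 12.6% of the tested genes in *bbx11-1* and for 22.3% in *pif4-2*, where chance gives 10%. Without a fold-change threshold the counts rose the most, to 85 genes in *bbx11-1* and 927 in *pif4-2*, and the count in *bbx11-1* was lowest, at 7 genes, when only the libraries of Col-0 and *bbx11-1* entered the fit.
The genes given for each mutant are those with the largest changes among genes with an average log2(FPKM + 0.5) of at least 1 over the 9 libraries and with every mutant library on the same side of every Col-0 library. Among the genes that rose in *bbx11-1*, *GRP5* (AT3G20470), which encodes a glycine-rich protein, had the largest change, from 3.23 ± 0.48 FPKM (SD, n = 3) in Col-0 to 11.9 ± 4.24 FPKM (SD, n = 3), a log2 fold change of 1.69 (SE 0.25, limma, Benjamini-Hochberg adjusted p = 0.0214). AT1G07135, which encodes another glycine-rich protein, rose from 22.4 ± 5.64 FPKM to 58.6 ± 15.8 FPKM (SD, n = 3), a log2 fold change of 1.37 (limma, Benjamini-Hochberg adjusted p = 0.0155), and *BCB* (AT5G20230), which encodes a blue-copper-binding protein, from 20.9 ± 6.28 FPKM to 49.3 ± 10.0 FPKM (SD, n = 3), a log2 fold change of 1.24 (limma, Benjamini-Hochberg adjusted p = 0.0274). Among the genes with this average expression, the largest falls were those of *SADHU3-2* (AT3G42658), annotated as a pseudogene, from 5.64 ± 0.67 FPKM to 0.83 ± 0.17 FPKM (SD, n = 3), a log2 fold change of -2.21 (limma, Benjamini-Hochberg adjusted p = 4.32e-04), of AT3G44006, a protein-coding gene, with a log2 fold change of -1.61 (limma, Benjamini-Hochberg adjusted p = 0.0232), and of AT1G67105, a non-coding RNA gene, with a log2 fold change of -1.61 (limma, Benjamini-Hochberg adjusted p = 0.0388). Of these genes, *SADHU3-2* was also past the thresholds when only the libraries of Col-0 and *bbx11-1* were fitted, and the other 5 were not.
Among such genes in *pif4-2*, the chloroplast locus ATCG00240, which has no entry in the annotation used, rose the most, from 10.6 ± 3.49 FPKM to 96.1 ± 34.9 FPKM (SD, n = 3), a log2 fold change of 3.12 (limma, Benjamini-Hochberg adjusted p = 0.00257). *PHI-1* (AT1G35140) rose from 19.3 ± 7.15 FPKM to 104.1 ± 19.1 FPKM (SD, n = 3), a log2 fold change of 2.46 (limma, Benjamini-Hochberg adjusted p = 2.96e-04), and *TDR1* (AT3G23230) from 0.47 ± 0.30 FPKM to 4.14 ± 0.53 FPKM (SD, n = 3), a log2 fold change of 2.31 (limma, Benjamini-Hochberg adjusted p = 3.9e-04). *NATA1* (AT2G39030) was at 16.3, 4.86 and 4.53 FPKM in the Col-0 libraries and was listed at 0.16, 0 and 0 FPKM in the *pif4-2* libraries (limma, Benjamini-Hochberg adjusted p = 0.00263). *MRD1* (AT1G53480) fell from 6.68 ± 1.46 FPKM to 0.39 ± 0.18 FPKM (SD, n = 3), a log2 fold change of -3.01 (limma, Benjamini-Hochberg adjusted p = 2.39e-05), and AT3G15590, which encodes a tetratricopeptide repeat protein, from 16.8 ± 1.60 FPKM to 2.02 ± 0.12 FPKM (SD, n = 3), a log2 fold change of -2.78 (limma, Benjamini-Hochberg adjusted p = 2.81e-07). All 12 changes given as the largest rises and falls of the mutants were also past the thresholds with the replicate number as a block.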

The expression of approximately 437 and 590 genes were significantly changed in *bbx11-1* and *pif4-2* compared to Col-0 respectively (Supplemental Table 1 and 2). 

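The lists of genes changed in *bbx11-1* and in *pif4-2* had 21 genes in common, and 26 with the replicate number as a block. Of the 21 genes, 13 were higher in both mutants, 6 were lower in both and 2 changed in opposite directions, so that 90.5% changed in the same direction (92.3% with the replicate number as a block). When only the libraries of the genotypes compared entered each fit, the lists shared 5 genes, of which 80% changed in the same direction. Over the alternatives other than leaving out a library, this share ranged from 77.8% (all genes with a value above 0) to 97.1% (no fold-change threshold). Across the 224 genes changed in either mutant, the log2 fold changes of the mutants correlated with r = 0.573 (r2 = 0.328), or r = 0.572 with the replicate number as a block. Genes are not independent replicates, and both mutants were compared with the same 3 Col-0 libraries. Over all tested genes r was 0.453. When each mutant was given its own Col-0 libraries, r over all tested genes was between 0.0328 and 0.199 in the 6 ways of dividing them, with a median of 0.112.
By the smaller of the fold changes in the mutants, the genes that rose the most in both were AT1G07135, *BCB* and AT3G12965. AT1G07135 reached 89.2 ± 3.56 FPKM (SD, n = 3) in *pif4-2*, a log2 fold change of 2.00 (limma, Benjamini-Hochberg adjusted p = 2.98e-04), and *BCB* reached 70.6 ± 10.8 FPKM (SD, n = 3), a log2 fold change of 1.76 (limma, Benjamini-Hochberg adjusted p = 6.6e-04). AT3G12965, a non-coding RNA gene, had a log2 fold change of 1.20 in *bbx11-1* (limma, Benjamini-Hochberg adjusted p = 0.0155) and 1.24 in *pif4-2* (limma, Benjamini-Hochberg adjusted p = 0.00166). The genes that fell the most in both by the same measure, AT2G15750, AT4G01980 and AT4G08093, are annotated as pseudogenes. AT2G15750 was at 2.92 to 3.77 FPKM in the Col-0 libraries and at 0 to 0.11 FPKM in the libraries of both mutants. AT4G01980 was at 1.83 to 3.63 FPKM in Col-0 and at 0 to 0.20 FPKM in the mutants. AT4G08093 was at 1.38 to 1.86 FPKM in Col-0, was listed at 0 FPKM in all 3 *bbx11-1* libraries, and was at 0.07 to 0.14 FPKM in *pif4-2*. Whether the falls of these pseudogenes follow from the mutations or from a difference of the Col-0 seed line at these loci was not tested. The genes with opposite directions were *SADHU3-2* and *QQS* (AT3G30720). *SADHU3-2*, which was lower in *bbx11-1*, rose to 28.2 ± 6.25 FPKM (SD, n = 3) in *pif4-2*, a log2 fold change of 2.21 (limma, Benjamini-Hochberg adjusted p = 1.2e-04). *QQS* had a log2 fold change of -1.36 in *bbx11-1* (limma, Benjamini-Hochberg adjusted p = 0.00439) and of 1.76 in *pif4-2* (limma, Benjamini-Hochberg adjusted p = 2.39e-04).

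**Figure D3:**
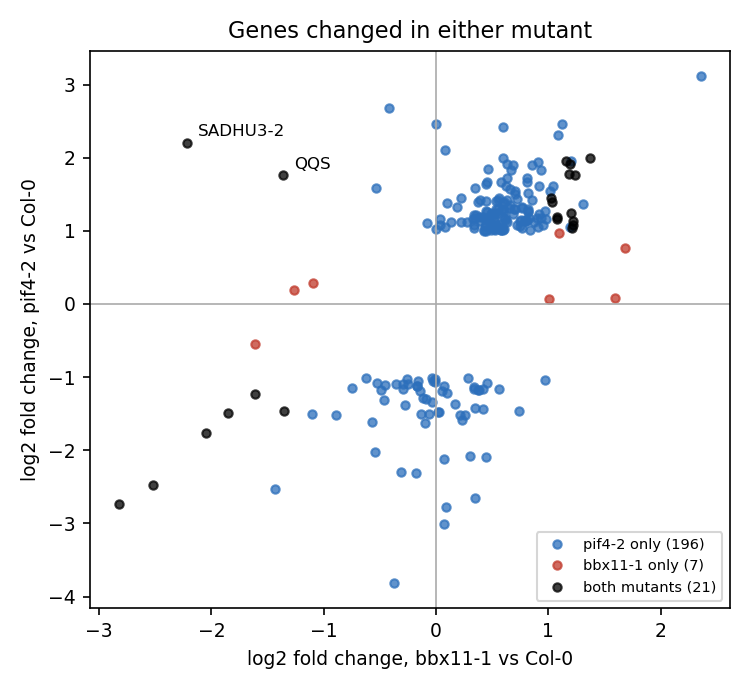
Log2 fold changes against Col-0 in *bbx11-1* (x axis) and *pif4-2* (y axis) of the 224 genes changed in either mutant. Each point is a gene. Black points are the 21 genes changed in both mutants, blue points the 196 changed only in *pif4-2* and red points the 7 changed only in *bbx11-1*. *SADHU3-2* and *QQS* lie in the upper left, lower in *bbx11-1* and higher in *pif4-2*.

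From the overlap of the lists (Fig. 5G, H), the paper concludes that BBX11 and PIF4 co-regulate a number of common target genes in red light-grown seedlings. The overlap counts genes whatever their direction. The paper proposes that BBX11 represses PIF4. By RT-qPCR it reports *IAA19*, *IAA29* and *YUC8* as higher in *bbx11-1* and lower in *pif4-2*. In that model, PIF4-dependent genes would move in opposite directions in the mutants. Of the 21 shared genes here 2 did so, and in the paper's list of shared genes 0. The common direction of the others is therefore not a sign of that repression.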

Further analysis revealed that the transcription of 197 genes was significantly altered in both *bbx11-1* and *pif4-2* seedlings (Fig. 5G, H; Supplemental Table 3), indicating that BBX11 co-regulates a number of common target genes with PIF4 in red light-grown seedlings.

### *BBX11* genetically acts upstream of *PIF4*

To examine the genetic links between *phyB*, *BBX11* and *PIF4*, we analyzed the hypocotyl phenotypes of various double mutants or transgenic seedlings grown in the red light. Consistent with results from previous studies (Neff and Chory 1998; Zhao et al. 2020), *bbx11-1* and *phyb-9* were longer than Col-0, whereas *YFP-BBX11 #8* was significantly shorter than Col-0 in the red light (Fig. 6A, B). The hypocotyl phenotypes of *phyb-9 bbx11-1* resembled those of *phyb-9* single mutant seedlings. *YFP-BBX11 #8 phyb-9* showed intermediate hypocotyls, which was longer than Col-0, *bbx11-1*, *YFP-BBX11 #8,* but shorter than *phyb-9* (Fig. 6A, B)*.* These genetic data imply that BBX11 functions in phyB signaling*. pif4-2* displayed shortened hypocotyl phenotypes (Fig. 6C, D), which was consistent with a previous study (Huq and Quail. 2002). The hypocotyl length of *bbx11-1 pif4-2* was indistigshible from that of *pif4-2* (Fig. 6C, D)*,* suggesting that BBX11 genetically acts upstream of PIF4 with respect to the hypocotyl growth in the red light.

**Fig. 6:**
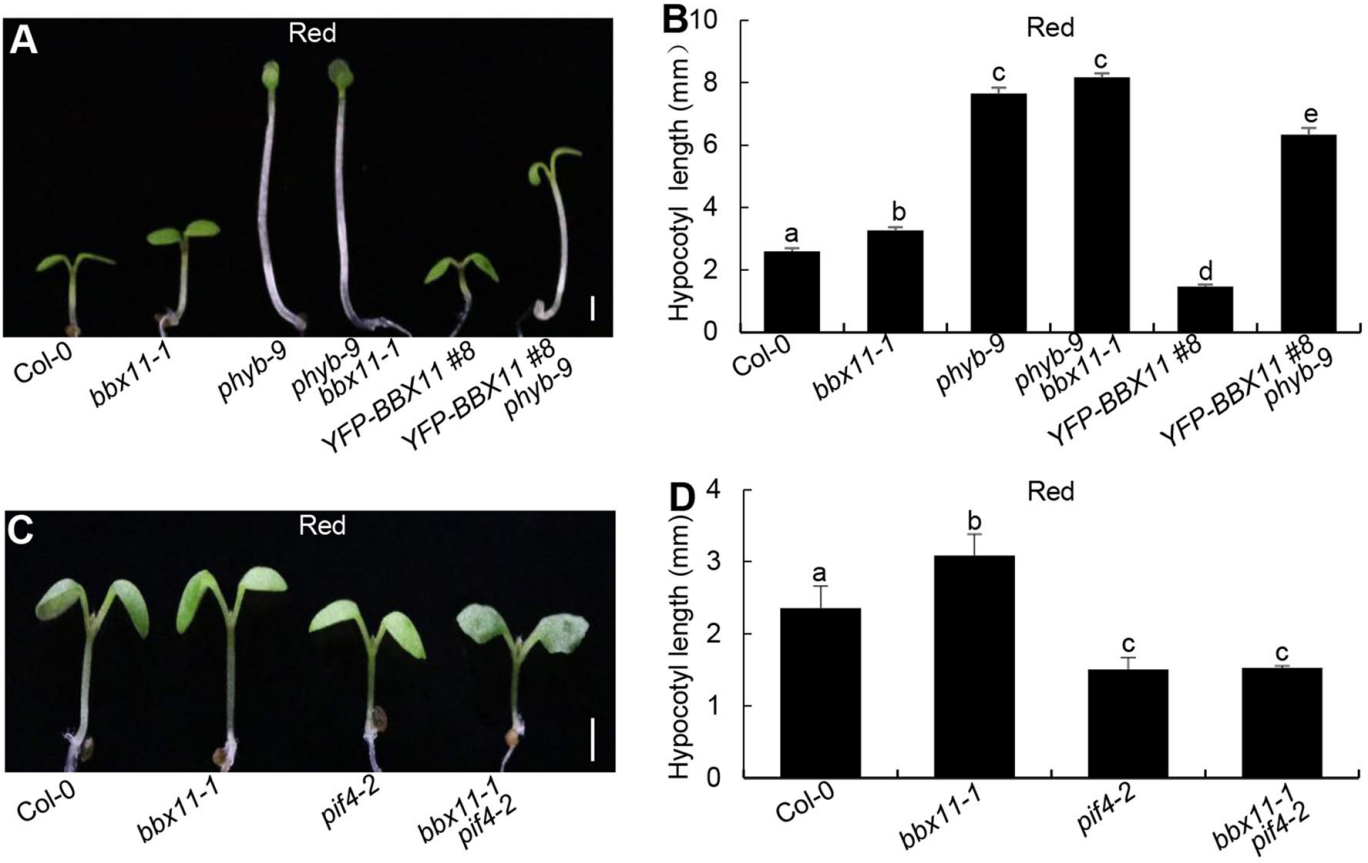
*BBX11* genetically acts upstream of *PIF4*. **A**, **B** Hypocotyl phenotype and length in 4-d-old Col-0, *bbx1-1*, *phyb-9*, *YFP-BBX11 #8* and *YFP-BBX11 #8 phyb-9* seedlings grown in red (94 μmol/m^2^/s) light conditions. **C**, **D** Hypocotyl phenotype and length in 4-day-old Col-0, *bbx1-1*, *pif4-2* and *bbx1-1 pif4-2* seedlings grown in the red (94 μmol/m^2^/s) light conditions. Hypocotyl length is expressed in millimeters. The data represent mean SE (*n* ≥ 60) of three biological replicates. Scale bars = 1 mm. Letters above the bars indicate significant differences (*P* < 0.05), as determined by one-way ANOVA with Tukey’s post hoc analysis

## Discussion

phyB perceives the red light signals and regulates red light-dependent cellular and developmental processes in *Arabidopsis*. Upon red light exposure, inactive phyB pr form is converted into active pfr form that associates with PIFs including PIF4, subsequently triggering their rapid phosphorylation, ubiquitination and degradation (Huq and Quail 2002; Lorrain et al. 2008; Leivar and Monte 2014). As a b-HLH type transcription factor, PIF4 regulates a large number of genes’ expression to promote cell elongation and hypocotyl growth (Franklin et al. 2011; Sun et al. 2012, 2013; Jin et al. 2020). Thus phyB-PIF4 module acts as a signaling hub by which plants sense and transduce red light signals to control seedling development. Here, we have identified BBX11 as an essential regulator of this signaling hub. BBX11 negatively regulates PIF4 abundance and its activity through directly interacting with phyB and PIF4 in prolonged red light conditions.

Numerous studies have documented that a variety of BBXs plays critical roles in the control of photomorphogenesis in plants (Xu 2020; Song et al. 2020a). Of these, BBX4 is a positive regulator of red light signaling. phyB associates with BBX4 and stabilizes its abundance in the red light, thus allowing accumulated BBX4 to form heterodimers with PIF3 to inhibit its biochemical activity towards downstream target genes (Heng et al. 2019a). Same as BBX4, BBX11 promotes red light-mediated photomorphogenesis (Zhao et al. 2020; Job and Datta 2020). Upon red light illumination, BBX11 interacted with both phyB and PIF4 (Figs. 1 and 2). This modulation appears to result in the repression of PIF4 action through at least two distinct molecular regulatory mechanisms. (i) BBX11 acts as an adaptor in the interaction between phyB and PIF4, and facilitates the association of phyB with PIF4. Hence BBX11 may promote the phyB-triggered PIF4 degradation following red light irradiation (Figs. 3 and 4). (ii) BBX11 forms heterodimers with PIF4 and impairs its DNA binding ability or competes with PIF4 for DNA binding (Fig. 5A–C). These findings demonstrate that BBX11 not only promotes the degradation of PIF4 but also inhibits its biochemical activity, thereby limiting PIF4 action in regulating target genes’ expression and subsequent inhibition of hypocotyl growth. The hypocotyl length of *phyb-9 bbx11-1* was similar to that of *phyb-9*, and *YFP-BBX11 #8 phyb-9* displayed intermediate hypocotyl phenotypes in the red light. Moreover, the phenotypes of red light-grown *bbx11-1 pif4-2* resembled those of *pif4-2* single mutant seedlings (Fig. 6). These genetic data also support the conclusion that BBX11 acts in the phyB-PIF4-mediated signaling. Both BBX4 and BBX11 function as positive regulators of phyB signaling, however, they work in concert with distinct PIFs and exert different modes of action in promoting this process. The exact genetic and molecular interconnection between BBX4 and BBX11 awaits additional investigation.

It is well established that phyB inactive pr conformer is converted into pfr form, which translocates from the cytosol to the nucleus and interacts with PIF4 to induce its degradation (Huq and Quail 2002; Lorrain et al. 2008; Leivar and Monte 2014). These events may primarily occur at the early stage during the transition from dark to light, as phyB-imposed rapid PIF4 degradation implements within 10–60 min red light exposure (Lorrain et al. 2008; Zhang et al. 2017a; Yan et al. 2020). PIF4 re-accumulates to high abundant after prolonged (> 24 h) red light irradiation (Zhang et al. 2017a; Yan et al. 2020), suggesting that PIF4 is required and indispensable for promoting hypocotyl growth under prolonged red light conditions. The transcription factor MYB30, which is a negative regulator of photomorphogenesis, promotes the PIF4 re-accumulation under prolonged red light irradiation (Yan et al. 2020). By contrast, BBX11 promotes PIF4 degradation under the same conditions (Fig. 4). These facts suggest that MYB30 and BBX11 have opposite effects on the PIF4 re-accumulation following prolonged red light exposure. It is therefore of interest in future studies to explore the exact links between MYB30 and BBX11 in controlling PIF4 protein level.

BBX11 exclusively interacted with PIF4, but not with PIF1, PIF3 and PIF5 (Fig. 2), implying it has a specialized role on PIF4 in phyB signaling. PIF4 plays pleiotropic roles in various cellular, physiological and developmental processes such as miRNA biogenesis, stomatal development, photomorphogenesis, thermomorphogenesis, phototropic response, brassinosteroid signaling, auxin biogenesis and signaling (Franklin et al. 2011; Oh et al. 2012; Lau et al. 2018; Sun et al. 2012, 2013, 2018). Thus BBX11 may be also involved in these diverse developmental and signaling pathways via modulating PIF4 action. In addition to phys, CRYPTOCHROME 1 (CRY1), COP1, DE-ETIOLATED 1 (DET1), CIRCADIAN CLOCK-ASSOCIATED 1 (CCA1), ENHANCED PHOTOMORPHOGENIC 2(EPP2), LATE ELONGATED HYPOCOTYL (LHY), TIMING OF CAB 1(TOC1), ELF3-ELF4-LUX evening complex, COP1 SUPPRESSOR 4 (CSU4), HY5, COLD- REGULATED GENE 27 (COR27) and PIF4 itself regulate the PIF4 abundance, its transcriptional activity or transcription under specific conditions or at specific time points (Más et al. 2003; Nusinow et al. 2011; Nieto et al. 2015; Ma et al. 2016; Zhu et al. 2016, 2020; Huai et al. 2018; Zhao et al. 2018; Dong et al. 2020; Li et al. 2020; Zhai et al. 2020). Our study reveals that BBX11 is a novel negative regulator of PIF4. Most importantly, BBX11 plays dual role in inhibiting PIF4 function through promoting phyB-imposed PIF4 degradation as well as repressing the binding of PIF4 to its target sites. Altogether, these facts suggest a complex scenario whereby multiple factors converge on PIF4 in maintaining its appropriate abundance and/or transcriptional activation activity that ensures normal plant growth and development under natural conditions.

In summary, our results reveal that BBX11 is an essential regulator of the phyB-PIF4 signaling hub. BBX11 associates with both phyB and PIF4 that serves to enhance the interaction between phyB and PIF4, which in turn promoting the degradation of PIF4. On the other hand, BBX11 inhibits the DNA binding ability of PIF4. Consequently, these molecular events result in the repression of PIF4 function towards target genes (Fig. 7). Thus BBX11, acting downstream of phyB, negatively controls the PIF4 abundance as well as its biochemical activity in promoting photomorphogenesis in the red light. These observations demonstrate that the phyB-BBX11-PIF4 regulatory module acts as a central signaling hub that orchestrates red light-mediated seedling development.

**Fig. 7:**
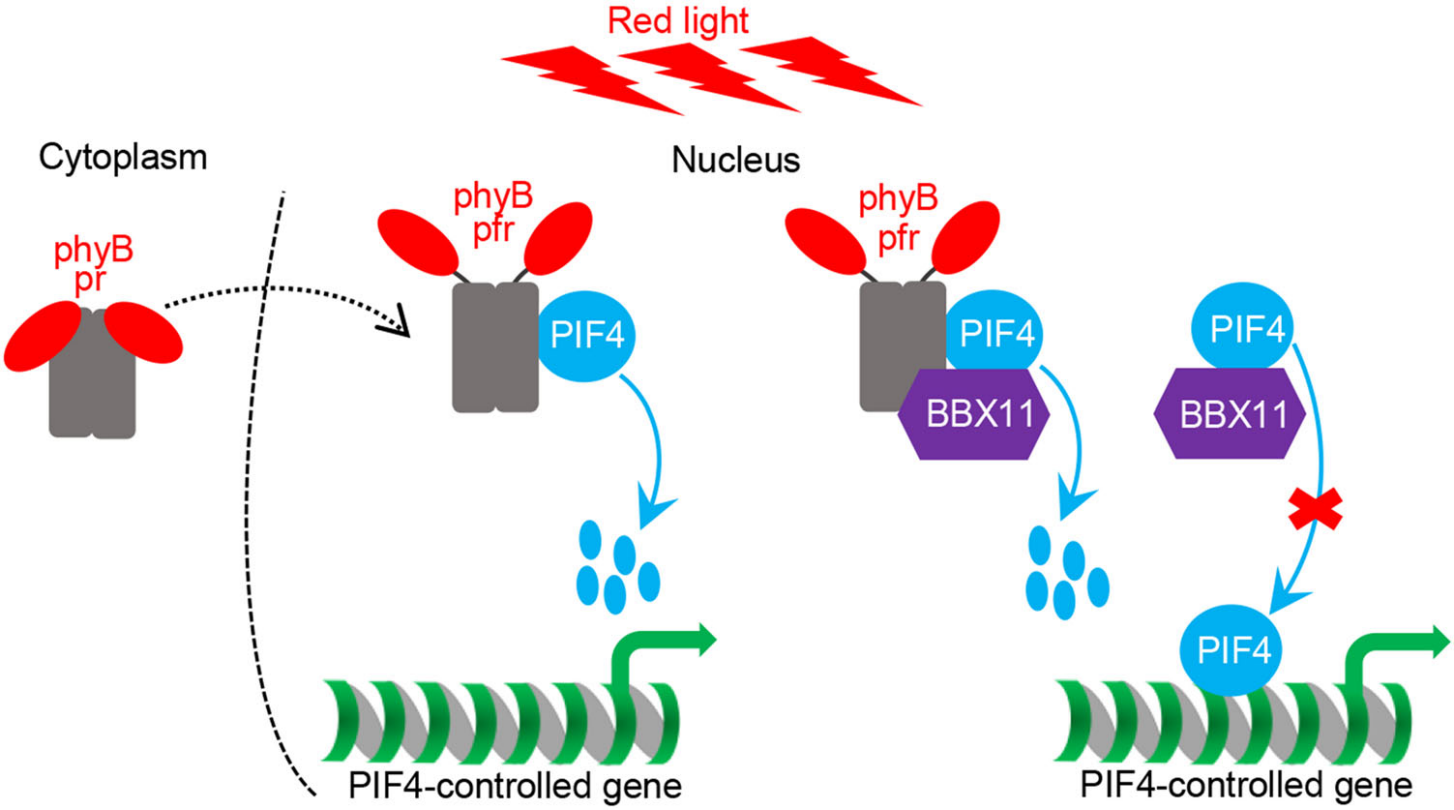
A working model depicting that how BBX11 represses PIF4 function in the red light. Upon red light irradiation, pr form of phyB converts into pfr form that interacts with PIF4 to trigger its rapid degradation via the 26S proteasome system. On one hand, BBX11 enhances the interaction of phyB with PIF4 to promote the degradation of PIF4. On the other hand, BBX11 inhibits the binding of PIF4 to target DNA cis-elements. Hence, BBX11 represses the PIF4 function and PIF4-controlled gene expression to promote photomorphogenesis

## Materials and Methods

### Plant materials and growth conditions

The *phyb-9* (Neff and Chory 1998), *pif4-2* (Leivar et al. 2008), *bbx11-1*, *bbx11-2* mutants (Zhao et al. 2020), *YFP-BBX11 #8* (Zhao et al. 2020)*,* and *proPIF4:PIF4-HA* (Zhang et al. 2017a) transgenic lines are of Col-0 ecotype. Double mutants/transgenic plants were generated by genetic crossing, and homozygous lines were verified by PCR genotyping or antibiotic screen. Seeds were surface sterilized with 30% commercial Clorox bleach and sown on 1 × Murashige and Skoog (MS) medium containing 1% sucrose and 0.8% agar. The seeds were stratified in darkness for 3 days at 4 °C, then transferred to light chambers maintained at 22 °C. The fluence rates of the light growth chambers were 100 μmol/m^2^/s for white light and 94 μmol/m^2^/s for a red light.

### Plasmid construction

To generate *pB42AD-BBX11*, the full-length of *BBX11* were amplified by PCR with the respective pairs of primers and then cloned into the *EcoRI/XhoI* sites of the *pB42AD* vector (BD Clontech). To generate *pLexA-phyB, pLexA-phyB-N*, *pLexA-phyB-C*, *pLexA-phyB-C1, pLexA-phyB-C2, pLexA-BBX11, pLexA-BBX11(1–218), pLexA-BBX11 (1–97), pLexA-BBX11 (84–286), pLexA-BBX11 (280–332) and pLexA-BBX11Δ(97–213),* full-length *phyB, phyB-N*(*1–652*), *phyB-C(652–1172)*, *phyB-C1(910–1172)*, *phyB-C2(652–910),* full-length *BBX11, BBX11(1–218), BBX11(1–97), BBX11(85–286), BBX11(280–332)* and *BBX11* lacking *(98–212)* fragments were amplified by PCR with a specific pair of primers and then cloned into the *EcoRI/XhoI* sites of the *pLexA* vector (BD Clontech). *pB42AD-PIF1, pB42AD-PIF3, pB42AD-PIF4, pB42AD-PIF5* (Dong et al. 2014)*, pGreenII0800-proIAA19:LUC* (Yu et al. 2019), *pEarley Gate-35S:myc-BBX11* (Zhao et al. 2020) constructs were described previously. The primers used for plasmids construction were listed in Supplemental Table 4.

### Measurement of hypocotyl length

To measure the hypocotyl length of seedlings, seeds were surface sterilized and sown on MS plates. The seeds were stratified at 4 °C in darkness for 3 days, and then placed in continuous white (100 μmol/m^2^/s) light for 8 h to induce uniform germination. Then the seeds were transferred to continuous red (94 μmol/m^2^/s) light conditions and incubated at 22 °C for 4 days. The hypocotyl length of seedlings was measured using ImageJ software.

### Co-Immunoprecipitation (Co-IP) assay

Co-IP assays were performed as described previously (Lin et al. 2018). *Agrobacterium strain GV3101* cells carrying the 35S:myc-BBX11, 35S:phyB-Flag or 35S:PIF4-Flag constructs were transiently infiltrated into *Nicotiana benthamiana* leaves. The plants were grown under long-day conditions (16 h Light/8 h Dark) for 3 d and lysed. Extracts were incubated with 4 μL of anti-myc antibodies (1:250 v/v) (Sigma-Aldrich) coupled with 25 μL of Protein-A Sepharose (GE Healthcare) for 3 h at 4 °C. The Sepharose was washed three times using protein extraction buffer. The precipitates were eluted into 100 mM glycine (pH 2.5) and 100 mM NaCl, immediately neutralized by 2 M Tris–HCl (pH 9.0), and 100 mM NaCl, and then concentrated using StrataClean Resin (Stratagene) prior to immunoblot analysis.

### Immunoblot analysis

For immunoblot analysis, *Arabidopsis* seedlings were homogenized in protein extraction buffer containing 100 mM NaH_2_PO_4_, 10 mM Tris–HCl (pH8.0), 200 mM NaCl, 8 M Urea, 1 mM PMSF, and 1 × complete protease inhibitor cocktail (Roche). Primary antibodies used in this study were anti-PIF4 (Abicode Cat.R2534-4), anti-HA (MBL, Cat.M180-3), anti-myc (Sigma-Aldrich, Cat.M4439), and anti-Actin (Sigma-Aldrich, Cat.A0480).

### Yeast two-hybrid assays

Yeast two-hybrid assays were performed using the Matchmaker LexA Two-Hybrid System as described in the Yeast Protocols Handbook (BD Clontech). The respective combinations of *pLexA* and *pB42AD* fusion plasmids were co-transformed into yeast strain *EGY48* containing *p8op-LacZ* plasmid. The empty *pLexA* and *pB42AD* vectors were co-transformed in parallel as negative controls. Transformants were selected and grown on SD/–His–Trp–Ura dropout plates at 30 °C. The transformants were grown on SD/–His–Trp–Ura dropout plates containing 80 mg L^−1^ X-gal for blue color development.

### Chromatin immunoprecipitation (ChIP)

The ChIP assays were performed as described by Xu et al. (2016). Chromatin isolation was performed using Col-0, *proPIF4:PIF4-HA* and *proPIF4:PIF4-HA bbx11-1* transgenic seedlings grown under constant red (94 μmol/m^2^/s) light for 4 d. The resuspended chromatin was sonicated at 4 °C to 250- to 500-bp fragments. The sheared chromatin was immunoprecipitated, washed, reverse cross-linked, and finally amplified. About 10% of sonicated but nonimmunoprecipitated chromatin was reverse cross-linked and used as an input DNA control. Both immunoprecipitated DNA and input DNA were analyzed by real-time qPCR (Applied Biosystems). Monoclonal anti-HA antibody (MBL, Cat.M180-3), was used for the assays. All primers used for this assay are listed in Supplemental Table 4.

### Firefly LCI assay

The firefly LCI transient expression assay was performed as described previously (Chen et al. 2008). *Agrobacterium strain GV3101* strains carrying the binary plasmids of *pCAMBIA1300-phyB-nLUC* and *pCAMBIA1300-cLUC-BBX11 or pCAMBIA1300-PIF4-nLUC* and *pCAMBIA1300-cLUC-BBX11* were co-infiltrated into *Nicotiana benthamiana* leaves. The corresponding empty vector *pCAMBIA1300-nLUC* or *pCAMBIA1300-cLUC* was infiltrated as a negative control. After a 2 d incubation in darkness at 22 °C and an additional 1 d incubation under a 16-h light/8-h dark photoperiod, the leaves were harvested, and 1 mM D-luciferin (BD Monolight; BD Biosciences) solution was sprayed onto the tobacco leaves. Luciferase activity was measured with the LB 985 NightSHADE Spectrum imaging system (Berthold).

### Transient luciferase expression assays

*Nicotiana benthamiana* plants grown in LD conditions (16 h light/8 h dark) were used for transient transactivation assay. *Agrobacterium strain GV3101* cells carrying the 35S:myc-BBX11, 35S:PIF4-Flag or *proIAA19:LUC* constructs were transiently infiltrated into *Nicotiana benthamiana* leaves as indicated combinations. Firefly luciferase (LUC) and Renillia luciferase (Ren) were assayed using the Dual-Luciferase Reporter Assay System (Promega). The Ren gene driven by the cauliflower mosaic virus 35S promoter was used as the control. The relative activity was expressed as a ratio of LUC/Ren.

### RNA-sequencing (RNA-seq) analysis

Total RNA was extracted from the 4-d-old Col-0, *bbx11-1* and *pif4-2* seedlings grown in constant red light (94 μmol/m^2^/s) conditions. Then, mRNA sequencing libraries were constructed, and sequencing was performed using the Illumina HiSeq 2500 platform according to the manufacturer’s instruction (HiSequation 2500 user guide) by Shanghai Hanyu-Bio. Three independent biological replicates were performed. RNA-Seq reads were mapped to *Arabidopsis* TAIR 10 using Hisat2 (version 2.05; Kim et al. 2015) software using default parameters. Then, raw reads for each gene were calculated by HTseq (Anders et al. 2015) before calculating differential gene expression. Then, differentially expressed genes among two conditions were identified using the general liner models method in the edgeR package (version 3.12.0; Robinson et al. 2010) with a false positive rate of 0.05 and a fold-change of 2.

### Total RNA isolation and quantitative qRT-PCR

4-d-old *Arabidopsis* seedlings grown under red light (94 μmol/m^2^/s) conditions were used to isolate total RNA with an RNeasy Plant Mini Kit (Qiagen). cDNA synthesis reactions were performed with a 5 × All-In-One RT MasterMix (Applied Biological Materials) according to the manufacturer’s instructions. cDNA templates and primer sets were mixed with Hieff qPCR SYBR Green Master Mix (Yeasen), and real-time qPCR was performed on a StepOnePlus Real-time qPCR detection system (Applied Biosystems). Each experiment was performed at least three times with similar results and three technical replicates were performed for each sample. The expression levels were normalized to that of housekeeping gene *PP2A*. 

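The RT-qPCR primers were matched to the TAIR10.1 genome and its transcripts. For *IAA19* (AT3G15540), the forward primer GCCAGGTGGTGGGGTGGCCACCG lies in coding sequence on chromosome 3 from 5264305 to 5264327, and the reverse primer GGCCACACCGATGCCACGGAAAC spans an exon junction, with its parts at 5264494 to 5264508 and 5265102 to 5265109. For *IAA29* (AT4G32280), CACGGCGATGAACAACAACATAT lies in coding sequence on chromosome 4 from 15584055 to 15584077, and CTCTGTCGCAATCTTCATATTCG spans an exon junction between 15584247 to 15584251 and 15584357 to 15584374. Both *YUC8* (AT4G28720) primers lie in coding sequence on chromosome 4, TGTATGCGGTTGGGTTTACGAGGA from 14193811 to 14193834 and CCTTGAGCGTTTCGTGGGTTGTTT from 14193909 to 14193932. The *PIF4* primers CCAGATCATCTCCGACCGGTTTG (17888511 to 17888533) and CTAGTGGTCCAAACGAGAACCGT (17888801 to 17888823) lie in coding sequence on chromosome 2. The primers for the housekeeping gene *PP2A* matched the subunit gene AT1G13320 on chromosome 1, TATCGGATGACGATTCTTCGTGCAG from 4564175 to 4564199 and GCTTGGTCGACTATCGGAATGAGAG from 4563939 to 4563963. The primers that do not span a junction each matched a single place in the genome. In the RNA-seq libraries of 4-d-old red light-grown seedlings, AT1G13320 was at 30.9 ± 2.90 FPKM (SD, n = 3) in Col-0, 29.9 ± 2.70 FPKM (SD, n = 3) in *bbx11-1* and 31.2 ± 1.55 FPKM (SD, n = 3) in *pif4-2*.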

The primers used in RT-qPCR are listed in Supplemental Table 4.

### Statistical analysis

Statistical analysis was performed using Microsoft Excel, GraphPad Prism version 5.0 or through an online website (http://astatsa.com/OneWay_Anova_with_TukeyHSD/).

### Accession numbers

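In the TAIR10.1 annotation, *PHYB* is AT2G18790, on chromosome 2 from 8139756 to 8144461 on the plus strand. In the RNA-seq libraries of red light-grown seedlings it was at 21.2 ± 2.46 FPKM (SD, n = 3) in Col-0, 22.9 ± 1.02 FPKM (SD, n = 3) in *bbx11-1* and 20.8 ± 1.32 FPKM (SD, n = 3) in *pif4-2*. The annotation gives *PIF4* the identifier AT2G43010. The identifier AT4G25350 belongs to *SHB1*, which encodes an EXS family protein and lies on chromosome 4 from 12962965 to 12966629 on the minus strand. AT4G25350 was at 0.68 ± 0.08 FPKM (SD, n = 3) in Col-0, 0.73 ± 0.19 FPKM (SD, n = 3) in *bbx11-1* and 0.93 ± 0.12 FPKM (SD, n = 3) in *pif4-2*, below the mean of 1 FPKM required for a test.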

Sequence data from this article can be found in the *Arabidopsis* Genome Initiative database or the GenBank/EMBL libraries under the following accession numbers: *phyB* (*AT2G18790*); *PIF4* (*AT*4G25350); BBX11 (*AT2G47890*). RNA-seq data have been deposited into the Gene Expression Omnibus with the following accession number: GSE166109.

## Supplementary Information

Below is the link to the electronic supplementary material.

Figure 1. phyB and its PRD domain exhibit self-transactivation activity in yeast cells. Figure 2. The middle portion of BBX11 is responsible for its self-transactivation activity in yeast cells. Figure 3. phyB may not affect the BBX11 abundance in the red light. Figure 4. PIF4 protein levels in the proPIF4:PIF4-HA and proPIF4:PIF4-HA bbx11-1 seedlings grown in the red light

Table 1. List of 437 BBX11-regulated genes

Table 2. List of 590 PIF4-regulated genes

Table 3. List of 197 BBX11 and PIF4-coregulated genes

Table 4. Primers used in this study

# Supplementary material for: BBX11 promotes red light-mediated photomorphogenic development by modulating phyB-PIF4 signaling
**Source:** aBIOTECH. 2021 Apr 26;2(2):117–30. doi: 10.1007/s42994-021-00037-2
**Supplement:** Supplementary file 5 — Table 4. Primers used in this study

**Supplemental Table 4. Primers used in this study**

How the deposited data were processed for this re-analysis (not part of the article)

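RNA-seq was measured in 4-d-old Arabidopsis seedlings of Col-0, *bbx11-1* and *pif4-2* grown in constant red light of 94 μmol/m2/s, with 3 biological replicates of each genotype and 9 libraries in all. Genotype and replicate number were taken from the sample labels. The authors mapped the reads to TAIR10 with Hisat2 (version 2.05, default parameters) and counted the raw reads of each gene with HTSeq. The deposited values are in FPKM, 1 value per gene and library for 33602 genes, rounded to 2 decimals by the authors. The paper's text does not state how FPKM was calculated, the read total used for scaling, the gene lengths, the strand setting of the counting or the treatment of reads with several alignments, so genes with near-identical copies or overlapping neighbours are uncertain. The paper's own lists came from edgeR (version 3.12.0). FPKM values are already scaled to the reads of each library by the authors, and no further scaling was applied in the results as reported. No 2 libraries held identical values.

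The analysis had been designed for read counts. Because the values are FPKM, no count test was run, and the comparison used limma (version 3.58.1 in R 4.3.3) on log2(FPKM + 0.5), with lmFit and eBayes and an intensity trend. The pseudocount of 0.5 and the filter, a mean of at least 1 FPKM in at least 1 genotype, were chosen after the unit was known. The filter left 19169 genes. All 9 libraries entered one fit with 6 residual degrees of freedom, from which *bbx11-1* was compared with Col-0, *pif4-2* with Col-0, and *bbx11-1* with *pif4-2*. A gene was counted as changed at a Benjamini-Hochberg adjusted p below 0.05 and a fold change of at least 2. The paper's methods give a false positive rate of 0.05 and a fold change of 2, and name no adjustment for multiple tests. An F test over the 3 genotypes used the adjusted p alone. Log2 fold changes understate the change of weakly expressed genes because of the pseudocount. With 3 libraries against 3, an exact permutation test of a single gene cannot give p below 0.1, so single genes are reported with limma's adjusted p.

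The sample labels number the replicates 1 to 3 in each genotype. Whether the numbers pair the libraries was checked from the correlation, across genes, of the deviations of same-numbered libraries from the means of their genotypes, and the comparisons were also fitted with the replicate number as a block. Depth was inferred from genes shorter than 500 nt, whose low values fall on multiples of 1 read. Counting error was not modelled, since the deposited values do not give the reads per gene. Gene positions, lengths, GC content and names came from the TAIR10.1 annotation, which matched 32835 of the 33602 identifiers. GC content was known for 99.1% of the tested genes. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used for the summaries and figures.

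The genes named were chosen by a rule set before the data were examined. They are the genes the paper names and, for each mutant against Col-0, the 3 genes with the largest rise and the 3 with the largest fall among those past the thresholds, with an average log2 value of at least 1 and every mutant library on the same side of every Col-0 library. For the genes changed in both mutants, they are the 3 rising and the 3 falling genes whose smaller fold change of the mutants was the largest, and up to 3 genes with opposite directions. The rule had named the average of log2 CPM, and log2(FPKM + 0.5) was used in its place. A list of 123 auxin genes, those named *IAA*, *SAUR*, *YUC* or *YUCCA* with a number in the annotation, was also set before the data were examined.

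The fit was tested on simulated data for the same 19169 genes. Of 200 genes changed by a log2 of 2, 197 (98.5%) were recovered, with 3 false calls. With no changed gene there were 0 calls. Simulated values of 18 M reads gave a depth of 17.97 M.

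The alternatives set before the data were examined were another fold-change threshold or none, a fold change of at least 1.5 with a mean of at least 1 FPKM in one of the genotypes compared (the smallest values in the paper's lists), a fit of only the genotypes compared, the replicate block, nuclear genes only, a correction for GC content and gene length, a wider set of genes, and leaving out each library in turn. Chosen after the unit was known were pseudocounts of 0.1 and 1, a filter on the mean over the 9 libraries, median-of-ratios scaling, quantile normalization, limma without the intensity trend, and log2 ratios of mean FPKM. For each count of changed genes, other splits of the libraries were fitted as well. The RT-qPCR, ChIP, reporter, immunoblot and hypocotyl measurements of the paper were not analysed here.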

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

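The test for repeated sequence was chosen after the differences of *SADHU3-2* and *QQS* had been seen. The offsets for GC content and gene length were among the alternatives set before the data were examined. Their use to explain the differences of these genes was chosen afterwards.

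*SADHU3-2* and *QQS* were lower in *bbx11-1* and higher in *pif4-2* than in Col-0, and each differed between the mutants in a direct comparison. The log2 difference of *bbx11-1* from *pif4-2* was -4.42 for *SADHU3-2* (limma, Benjamini-Hochberg adjusted p = 2.5e-07) and -3.12 for *QQS* (limma, Benjamini-Hochberg adjusted p = 3.09e-06). *SADHU3-2* was at 5.13 to 6.40 FPKM in the Col-0 libraries, 0.63 to 0.95 FPKM in *bbx11-1* and 21.1 to 32.9 FPKM in *pif4-2*, and *QQS* at 1.72 to 1.91, 0.35 to 0.46 and 6.11 to 8.97 FPKM, so that the 3 libraries of each genotype lay apart from those of the others. Reads shared with copies were tested from the 50-base stretches of each gene, of which 0% occurred unchanged at a second place in the genome in *SADHU3-2* and 0% in *QQS*. Only exact matches were counted, so copies with a mismatch in every such stretch were not tested. After offsets for GC content and gene length, the log2 difference was -4.35 for *SADHU3-2* (limma, Benjamini-Hochberg adjusted p = 5.65e-07) and -3.08 for *QQS* (limma, Benjamini-Hochberg adjusted p = 4.75e-06). Over the alternatives other than leaving out a library, the adjusted p from limma with Benjamini-Hochberg adjustment ranged from 7.66e-08 to 2.57e-05 for *SADHU3-2* and from 1.67e-06 to 9.55e-05 for *QQS*. For the fall of *QQS* in *bbx11-1* against Col-0, it ranged from 0.00313 to 0.0648, the highest when only the libraries of these genotypes were fitted, so that this fall was not past the threshold there. Neither exactly repeated 50-base stretches nor GC content and length account for the differences, while reads from less similar copies remain possible. Whether they follow from the mutations or from differences between the seed lines at these loci, such as a sequence variant, was not tested, so a biological role of *BBX11* and *PIF4* in opposite directions may be proposed only as a hypothesis.

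A signal appeared in a comparison the paper does not report. Between *bbx11-1* and *pif4-2*, 122 genes changed, 79 higher and 43 lower in *bbx11-1*, and 145 changed with the replicate number as a block. Of the 122 genes, 5 had also changed in *bbx11-1* against Col-0 (*SADHU3-2*, *QQS* and, named after their values were seen, AT1G66100, AT2G01008 and *CYP82C4*), 66 had changed in *pif4-2* against Col-0, and 53 had changed in neither. The Col-0 libraries enter this comparison only through the estimate of the spread, and 131 genes changed when only the libraries of *bbx11-1* and *pif4-2* were fitted. Of the 4 splits of the 6 libraries that part every same-numbered pair, 1 gave as many genes, the real one, and the others gave 0. The 6 splits that keep a same-numbered pair together also gave 0 genes. With 10 splits in all, their share cannot fall below 0.1, so the count cannot be told apart from the grouping of the libraries by this test alone. A test over all 3 genotypes allows more splits, but it also counts the differences of each mutant from Col-0 and does not settle the question for the mutants alone. It found 892 genes, and of 36 groupings that keep 1 library of each replicate number in each group, 1 gave as many, the real one, and the next gave 276 genes. GC content and gene length did not account for the count, which was 124 after the offsets. The mutations are a candidate explanation of the difference between *bbx11-1* and *pif4-2*, but differences between the genotypes other than the mutation, such as in the seed lots or the handling of the seedlings, were not measured.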

How the results depend on the processing

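The alternatives were set before the data were examined, except where a later choice is stated. With a fold change of at least 1.5 in place of 2, 65 genes changed in *bbx11-1*, 544 in *pif4-2*, 48 in both and 304 between the mutants, and 8 auxin genes in *pif4-2*. A mean of at least 1 FPKM in one of the genotypes compared, added to that threshold, gave 65, 543, 48, 304 and 7. Without a fold-change threshold the numbers were 85, 927, 69, 445 and 13. Fitting all genes with a value above 0 gave 11 genes in *bbx11-1* (3 higher and 8 lower), 9 in both mutants, 78 between the mutants and 502 among the 3 genotypes, and fitting only the genotypes compared gave 7 genes in *bbx11-1* (1 higher and 6 lower) and 5 in both. The 11 and the 7 genes were all among the 28. Of the alternatives chosen after the unit was known, limma without the intensity trend gave 13 genes in *bbx11-1* (5 higher and 8 lower) and 10 in both mutants, and the auxin genes in *pif4-2* numbered 7 with a pseudocount of 0.1, and 2 with a pseudocount of 1 and 2 with the filter on the mean over 9 libraries. The cause was not tested.

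Leaving out each of the 9 libraries in turn gave 13 to 41 genes in *bbx11-1*, 183 to 234 in *pif4-2*, 10 to 32 in both, 74 to 137 between the mutants and 368 to 975 among the 3 genotypes. The correlation of the log2 fold changes ranged from 0.455 to 0.654, the auxin genes in *bbx11-1* from 0 to 1, those in *pif4-2* from 3 to 6, and the share of genes changed in the same direction from 80% to 93.8%. Between 12 and 23 of the 28 genes in *bbx11-1* were also changed in these fits. Some small changes reversed, namely *PIF4* in *bbx11-1*, which ranged from -0.142 (without Col-0 replicate 3) to 0.0809 (without Col-0 replicate 1), *IAA29* in *bbx11-1*, from -0.305 (without Col-0 replicate 1) to 0.10 (without Col-0 replicate 3), with 0.0952 without *bbx11-1* replicate 1, and *BBX11* in *pif4-2*, from -1.11 (without Col-0 replicate 1) to 0.0272 (without Col-0 replicate 3).

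Under the scaling and GC alternatives, the count in *pif4-2* stayed within 1.5 times its value. The same-direction share was 88.9% with median-of-ratios scaling, with quantile normalization and with the GC and length offsets. The correlation was 0.570, 0.557 and 0.578 in these fits. With the replicate number as a block, 1315 genes differed among the 3 genotypes. Same-numbered libraries of *pif4-2* deviated with those of Col-0 by a mean correlation of 0.0520 and with those of *bbx11-1* by 0.0368. For the single genes named, 439 values stayed the same under the alternatives, 19 became weaker and 1 became stronger. Most of the 439 kept their direction and their side of the adjusted p threshold. The rest of the 439 were ratios of mean FPKM, which have no p-value, and they lay within the replicate SD. Another 16 such ratios moved by more than the replicate SD. When a library was left out, 303 values kept their direction and their side of the threshold, 25 became weaker, 1 became stronger and 4 reversed. AT4G08093 has no ratio in *bbx11-1*, where it was listed at 0.

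The likelihood ratio test, DESeq2, its size factors, scaling by library size alone, the filter of 10 counts and the ratio of mean CPM need read counts and were not run. The reads behind low values such as those of *IAA29* and *YUC8* follow from the inferred depth only approximately, and their counting error was not measured.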

Differences from the paper's values

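The paper reports 437 genes changed in *bbx11-1* against Col-0, where 28 were found here, and none of the alternatives set before the data were examined closed the gap. The paper reports 590 genes changed in *pif4-2*, where 217 were found here. At a fold change of at least 1.5 the number was 544, and 543 with a mean of at least 1 FPKM in one of the genotypes compared, and none of the other alternatives set before the data were examined came within 1.5 times the paper's number. The paper reports 197 genes changed in both mutants, where 21 were found here, and none of the alternatives set before the data were examined closed the gap. For each of these counts, all alternatives kept the Benjamini-Hochberg adjusted p. None called genes by the unadjusted p, so they could not show whether that choice accounts for the gaps. The squared correlation of the log2 fold changes in the mutants is about 0.50 in Fig. 5G, read by eye, where 0.328 was found here. It was 0.366 at a fold change of at least 1.5, 0.368 with the FPKM minimum added, 0.398 without a fold-change threshold, 0.351 with all genes above 0, 0.344 with only the genotypes compared and 0.334 with offsets for GC content and gene length, all within 1.5 times the paper's value. It remained outside with the replicate block, with nuclear genes only, with the block and the offsets together, and without *bbx11-1* replicate 3 or *pif4-2* replicate 2, and came within 1.5 times without any of the other 7 libraries.

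The paper's methods state a fold change of 2. The paper's Supplemental Table 1 holds 437 entries for 436 loci and Supplemental Table 2 holds 590 entries for 589 loci, with a smallest fold of mean FPKM of 1.5 in each, and 98 and 192 of these loci have a fold of at least 2. Of the listed loci, 376 and 563 had an unadjusted limma p below 0.05 here and 60 and 407 a Benjamini-Hochberg adjusted p below 0.05. The lists hold 20 of the 28 genes found here in *bbx11-1*, 146 of the 217 in *pif4-2*, and 13 of the 21 in both. The paper's list of shared genes holds 175 entries higher in both mutants, 22 lower in both and 0 in opposite directions, where 2 of the 21 genes here had opposite directions.

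The paper lists *BBX11* as changed in both mutants. Here its log2 fold change was -1.52 in *bbx11-1*, with all 3 libraries below all 3 Col-0 libraries (limma, Benjamini-Hochberg adjusted p = 0.231), and -0.72 in *pif4-2*, with overlapping libraries (limma, Benjamini-Hochberg adjusted p = 0.506), and no alternative brought either past the thresholds. The paper lists *PIF4* as changed in *pif4-2*. Here its log2 fold change of -0.82 was below a 2-fold change, and past the thresholds at a fold change of at least 1.5. By RT-qPCR, another assay, the paper states that *IAA19*, *IAA29* and *YUC8* were higher in *bbx11-1* and lower in *pif4-2*. In the RNA-seq values their log2 fold changes in *bbx11-1* were 0.35, -0.11 and 0.12 (limma, Benjamini-Hochberg adjusted p = 0.678, 0.938 and 0.876), and in *pif4-2* -0.45, -0.88 and -0.56 (limma, Benjamini-Hochberg adjusted p = 0.411, 0.118 and 0.104). The 3 *pif4-2* libraries were below the 3 Col-0 libraries for *IAA29* and *YUC8* and overlapped with them for *IAA19*, and the *bbx11-1* libraries overlapped with those of Col-0 for all 3 genes. Limma without the intensity trend, chosen after the unit was known, brought the adjusted p of *YUC8* in *pif4-2* below 0.05, and leaving out Col-0 replicate 1 did so for *IAA19* in *pif4-2*.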

Other observations

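Apart from the other splits of the libraries, the tests given here were chosen after the patterns they address had been seen, the list of quickly induced genes was drawn up after AT1G07135 had been seen among the shared genes, and the test for extra BBX11 was chosen after the values it measures had been seen.

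Nearly all genes changed in both mutants changed in the same direction, and both mutants were compared with the same 3 Col-0 libraries. If the Col-0 libraries deviate by chance, both mutants appear to move together. Across the tested genes the correlation of the mutants was 0.453 with shared Col-0 libraries and had a median of 0.112 with separate ones, in a range from 0.0328 to 0.199. In simulated libraries without a changed gene, with independent noise of equal spread in all libraries, it was 0.510 with shared and 0.00846 with separate Col-0 libraries. The shared Col-0 libraries may thus account for most of the correlation over all genes, while that with separate libraries stayed above 0 in all 6 divisions. The divisions also gave each mutant fewer Col-0 libraries and did not take account of the replicate number. Either may lower the correlation, so the size of the drop cannot be assigned to the sharing alone. For the count of 21 shared genes, 100 groupings of the 9 libraries were fitted that keep 1 library of each replicate number in each group, and 5 of them, the real one included, gave as many genes. The other 4 all had the 3 *pif4-2* libraries as the reference. They gave 66 genes in the real grouping and 60, 50 and 47 with libraries of Col-0 and *bbx11-1* mixed. With the 3 Col-0 libraries as the reference and the mutant libraries mixed, the highest was 11 genes. A reference group that differs from all other libraries can thus give shared genes by itself, and the count of 21 cannot be told apart from a difference of the Col-0 group. For the counts in single mutants, 1 of 4 splits that part every same-numbered pair gave as many genes in *bbx11-1*, the real one, and 1 of 4 in *pif4-2*. The other splits gave at most 2 genes in *bbx11-1*, in a split that keeps a same-numbered pair together, and 0 in *pif4-2*. These designs cannot give a share below 0.1.

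Whether the Col-0 seedlings differed from both mutants in harvest time was tested with 13 clock genes. The median log2 fold change of the morning genes minus that of the evening genes was -0.03 in *bbx11-1*, at the percentile 40.7 of 10000 random lists of similar expression, and 0.15 in *pif4-2*, at the percentile 92.3. The limits of the random lists were -0.18 and 0.17 in *bbx11-1* and -0.19 and 0.22 in *pif4-2*, so a shift in harvest time was not seen. A difference in handling was tested with 24 genes known to be induced quickly by touch, wounding or cold. Their median log2 fold change was 0.43 in *bbx11-1*, with 23 of 24 genes above 0, and 0.92 in *pif4-2*, with 22 of 24 above 0, at the percentile 100 in each. The medians stayed above 0 under every scaling tried and without each Col-0 library, from 0.30 to 0.59 in *bbx11-1* and from 0.80 to 0.97 in *pif4-2*. Of the 21 shared genes, 2 are on the list, *WRKY18* and *WRKY40*, named after their values were seen. In single libraries the median of the list, relative to the mean of all 9, was -0.63, -0.13 and -0.53 in Col-0, -0.01, 0.07 and 0.20 in *bbx11-1*, and 0.40, 0.54 and 0.31 in *pif4-2*. Both a difference in handling between the Col-0 and mutant seedlings and an effect of the mutations on these genes may explain the shift, and the data do not tell them apart.

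Replicate 1 of Col-0 and of *bbx11-1* differed from their replicates 2 and 3. After offsets for GC content and gene length, the mean correlation of same-numbered Col-0 and *bbx11-1* libraries was 0.354, against 0.370 before. A batch shared by these replicate 1 libraries and all *pif4-2* libraries would give a slope near 0.667 between the change in *pif4-2* and the difference of *bbx11-1* replicate 1 from replicates 2 and 3. A batch that the *pif4-2* libraries share with replicates 2 and 3 would give a slope near -0.333. The slope was -0.157, between 0 and the latter, so a batch shared with replicate 1 was not seen, and one shared with replicates 2 and 3 was not excluded. The labels and the paper name no batch, so the source of the split was not identified, and no biological explanation was tested.

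*BBX11* stood at 78.2 FPKM in Col-0 replicate 3 and at 15.7 and 16.4 FPKM in the other Col-0 libraries. Of 4 neighbouring genes, 0 were at least 2-fold above every other library in Col-0 replicate 3, which leaves out reads of neighbouring or overlapping genes. The number of genes at least 4-fold above every other library was 1 in Col-0 replicate 3, and the highest in the other libraries was also 1, which leaves out a library-wide disturbance. Seedlings or RNA with extra BBX11, such as from the *YFP-BBX11* line, remain possible. Of *IAA19*, *IAA29* and *YUC8*, which the paper reports as lower in that line, 0 were lower than in both other Col-0 libraries, but whether an admixture would be large enough to lower these genes is unknown, so the pattern cannot be told apart from it.

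The 150 genes higher in *pif4-2* were mostly higher in *bbx11-1* too, with 144 above and 6 below 0 and a median log2 fold change of 0.60. Of the 67 genes lower in *pif4-2*, 27 were above and 40 below 0 in *bbx11-1*, with a median of -0.09. Both groups were selected against the Col-0 libraries with which *bbx11-1* was also compared, which by itself favours the same direction. These numbers were not calculated with separate Col-0 libraries, so no shared effect of the mutations is read from them. Of the 6 genes lower in both mutants, 3 are annotated as pseudogenes, against 163 of the 19169 tested genes.

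Of 123 auxin genes, named *IAA*, *SAUR* or *YUC* with a number, 90 were tested. In *bbx11-1*, 0 were changed, 0 also with the adjustment over the list alone, and 18 had an unadjusted p below 0.05. In *pif4-2*, 4 were changed (1 higher and 3 lower), 6 with the adjustment over the list alone (1 higher and 5 lower), and 37 had an unadjusted p below 0.05. Without a fold threshold, 13 passed the adjusted p over all genes in *pif4-2*, of which 11 were lower. With the adjustment over the list alone and no fold threshold, 30 passed in *pif4-2* and 0 in *bbx11-1*. The log2 fold change was below 0 for 62 and above 0 for 28 genes in *pif4-2*, and for 50 and 40 in *bbx11-1*. The 4 genes, named after their values were seen, are *IAA34*, *SAUR10* and *SAUR1*, which were lower, and *SAUR48*, which was higher. With the replicate number as a block, 0 were changed in *bbx11-1* and 4 in *pif4-2*. In *bbx11-1*, 4 of the 4 splits that part every same-numbered pair gave as many genes, which a count of 0 fixes in advance, and in *pif4-2* 1 of 4 did, the real one.

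*PIF1* was at 17.2 ± 0.26 FPKM (SD, n = 3) in Col-0 and 12.5 ± 0.41 FPKM (SD, n = 3) in *pif4-2*, a log2 fold change of -0.44 (limma, Benjamini-Hochberg adjusted p = 0.0146), with all 3 *pif4-2* libraries below all 3 Col-0 libraries. In *bbx11-1* the log2 fold change of *PIF1* was -0.03 (limma, Benjamini-Hochberg adjusted p = 0.955). *PIF3* and *PIF5*, which the paper also names, had log2 fold changes of -0.40 and -0.16 in *pif4-2* (limma, Benjamini-Hochberg adjusted p = 0.109 and 0.316). In *bbx11-1* they were 0.11 and 0.10 (limma, Benjamini-Hochberg adjusted p = 0.823 and 0.718).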
